# Reciprocal regulation of STING and TCR signaling by mTORC1 for T-cell activation and function

**DOI:** 10.26508/lsa.201800282

**Published:** 2019-01-25

**Authors:** Takayuki Imanishi, Midori Unno, Wakana Kobayashi, Natsumi Yoneda, Satoshi Matsuda, Kazutaka Ikeda, Takayuki Hoshii, Atsushi Hirao, Kensuke Miyake, Glen N Barber, Makoto Arita, Ken J Ishii, Shizuo Akira, Takashi Saito

## Abstract

Stimulator of interferon genes (STING) plays a key role in detecting cytosolic DNA and induces type I interferon (IFN-I) responses for host defense against pathogens. Although T cells highly express STING, its physiological role remains unknown. Here, we show that costimulation of T cells with the STING ligand cGAMP and TCR leads to IFN-I production and strongly inhibits T-cell growth. TCR-mediated mTORC1 activation and sustained activation of IRF3 are required for cGAMP-induced IFN-I production, and the mTORC1 activity is partially counteracted by cGAMP, thereby blocking proliferation. This mTORC1 inhibition in response to costimulation depends on IRF3 and IRF7. Effector T cells produce much higher IFN-I levels than innate cells in response to cGAMP. Finally, we demonstrated that STING stimulation in T cells is effective in inducing antitumor responses in vivo. Our studies demonstrate that the outputs of STING and TCR signaling pathways are mutually regulated through mTORC1 to modulate T-cell functions.

## Abstract (precis)

Costimulation of T cells through both TCR and STING induces growth inhibition by partially blocking the mTORC1 signals, and leads to IFN-I production through sustained activation of IRF3 and mTORC1 activation.

## Introduction

In addition to the antigen-specific TCR signals, T-cell activation is regulated by several different signals through costimulatory receptors. The most critical positive costimulatory signal is mediated by CD28 upon interaction with its ligands CD80/86 on APCs. By contrast, the inhibitory costimulatory receptors, cytotoxic T lymphocyte–associated protein 4 (CTLA-4) and programmed cell death 1 (PD-1) deliver negative signals to terminate T-cell responses and prevent autoimmune responses. The balance between these positive and negative costimulation signals determines the activation state, differentiation, and functions of T cells (Chen & Flies, 2013).

Mechanistic target of rapamycin (mTOR) is activated by TCR/CD28 signals and environmental signals and regulates cellular metabolism and protein synthesis through downstream pathways, such as 4E-BP1 and S6 kinase, and integrates these signals to regulate T-cell proliferation and differentiation (Chi, 2012). mTOR interacts with several proteins to form mTOR complex-1 (mTORC1) and -2 (mTORC2), which contain the essential scaffold protein Raptor and Rictor, respectively. T cell–specific gene deletion analyses revealed that mTORC1 has a central role for T-cell activation, differentiation, and antigen-specific immune responses in vivo (Yang et al, 2013).

Toll-like receptors (TLRs) are primary sensors in the innate immune system and recognize pathogen-associated molecular patterns (Takeda et al, 2003) to produce inflammatory cytokines and induce up-regulation of MHC and costimulatory molecules on APCs (Medzhitov, 2001). TLRs are also expressed by T cells, where they can have costimulatory functions. Indeed, TLR2 ligands enhance T-cell proliferation upon TCR stimulation (Komai-Koma et al, 2004; Cottalorda et al, 2006), directly trigger Th1 effector functions without TCR stimulation (Imanishi et al, 2007), and promote Th17 responses (Reynolds et al, 2010). Furthermore, we have shown that nucleic acids induce costimulation signals for Th2 differentiation independently of any known nucleic acid sensors, including TLRs, RIG-I–like receptors (RLRs), inflammasomes, and STING (Imanishi et al, 2014).

STING is a pattern recognition receptor localized in the ER membrane (Ishikawa & Barber, 2008) and recognizes cyclic dinucleotides (CDNs) derived from bacteria, resulting in induction of IFN-I responses (Burdette et al, 2011). STING also plays a central role in detecting cytosolic viral DNA (Ishikawa & Barber, 2008; Ishikawa et al, 2009). DNA derived from pathogens and even self-DNA (Gao et al, 2015) are recognized by the cyclic GMP-AMP (cGAMP) synthase (cGAS) (Sun et al, 2013), which catalyzes the conversion of GTP and ATP into the second messenger 2′3′ cGAMP (Wu et al, 2013), which binds to and activates STING.

In this study, we assessed the function of STING in T cells and demonstrated that STING activation induces suppression of T-cell proliferation through inhibiting TCR-induced mTORC1 activation. STING-mediated inhibition of mTORC1 is dependent on IRF3/7 but not TBK1/IKKε. We also found that naive T cells produce IFN-I upon STING and TCR stimulation. Mechanistically, TCR stimulation induces the sustained activation of IRF3 and provides the signals for mTORC1 activation for IFN-I responses. Our data show the central role of mTORC1 in STING-mediated proliferation inhibition and IFN-I responses in T cells. Finally, we demonstrated that STING in T cells is crucial for antitumor immune responses.

## Results

### Activation of STING in T cells inhibits growth

Naive CD4^+^ T cells express STING protein at levels similar to BMDCs (Fig S1A), suggesting their intrinsic function in T cells as pattern recognition receptors. Whereas TLR ligands directly enhance T-cell proliferation upon TCR stimulation (Komai-Koma et al, 2004; Cottalorda et al, 2006), we found that STING ligands such as cGAMP and DMXAA strongly inhibit proliferation of naive CD4^+^ T cells upon stimulation with anti-CD3/CD28 (Fig 1A). Studies with STING-deficient (KO) mice confirmed that this suppression is STING dependent. Similar results were obtained with naive CD8^+^ T cells (Fig S1B). Notably, cGAMP inhibited T-cell proliferation without lipofection similarly to DMXAA, which has a cell-permeable structure. The inhibition of proliferation by cGAMP was also observed in an antigen-specific system, using T cells from Ovalbumin (OVA)-specific OT-II Tg mice (Fig S1C). Although proliferation was inhibited, the percentage of live cells in these cultures did not change in the presence of STING ligands except for those stimulated with high doses of DMXAA (Fig 1B). Consistently, only high concentrations of DMXAA induced cell death as efficiently as etoposide in the absence of TCR stimulation (Fig 1C). We also found that treatment with a pan-caspase inhibitor Z-VAD or use of RIP3 (critical kinase responsible for necroptosis)-KO T cells did not affect the cGAMP-induced growth inhibition upon TCR stimulation (Fig S1D and E). These data suggest that cGAMP as the natural ligand for STING may inhibit proliferation of T cells through growth arrest rather than cell death. To test this possibility, naive CD4^+^ T cells were labeled with 5-(and -6)-Carboxyfluorescein diacetate succinimidyl ester (CFSE) and stimulated with anti-CD3/CD28 with or without cGAMP. Cell division was severely impaired by cGAMP (Fig 1D), and activated CD4^+^ T cells remained in the G0-G1 phase of the cell cycle in the presence of cGAMP (Fig 1E), indicating that costimulation of T cells with TCR and cGAMP induced cell cycle arrest. Consistently, mRNA and protein expression of cell cycle–related genes such as cyclins A2, B1, D2, Cdk1, and Cdk4 were reduced in the presence of cGAMP in STING-dependent fashion (Fig S1F and 1F). 

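For the RNA-seq, naive CD4+ T cells of mice were left unstimulated or were stimulated with anti-CD3/CD28 Abs, alone or together with cGAMP, the cyclic dinucleotide that activates STING, for 3 h or 24 h. Each of these 5 groups had 2 replicates, 10 samples in all. The dose of cGAMP in these samples is stated neither in the RNA-seq methods nor in the figure legends. The authors mapped single-end reads to the mouse genome with TopHat2 and bowtie2 and calculated FPKM, the number of fragments scaled by transcript length and by the number of mapped reads, with Cufflinks. They deposited 1 FPKM value per gene and sample for 23234 genes, without read counts. The sum of the FPKM values was 598982 and 354671 in the 2 naive samples and between 532290 and 638629 in the 8 stimulated samples. The number of reads is not given, but the lowest values of a sample are multiples of what 1 read is worth, and their steps gave the depth of each sample relative to naive replicate 1. This relative depth was 1.08 and 0.75 for anti-CD3/CD28 at 24 h and 1.34 and 1.00 for anti-CD3/CD28 plus cGAMP at 24 h. At 3 h it was 0.89 and 0.57 without cGAMP and 0.88 and 0.99 with it. Naive replicate 2 had a relative depth of 1.36, and its FPKM values had a median ratio of 0.40 to those of naive replicate 1. Differences between groups were calculated on log2(FPKM + 1), a scale that understates the changes of genes with low values. They were tested with limma, with an intensity trend and Benjamini-Hochberg adjustment, over the 11152 genes with an FPKM of at least 1 in at least 2 samples. All 10 samples entered 1 fit, so that the 5 groups shared 1 estimate of the spread between replicates, to which the naive pair contributed most. For that reason the adjusted p from the 4 samples at 24 h is also given for several genes that did not pass in the fit of all 10. Where no fit is named in what follows, the adjusted p is that of all 10 samples. With 2 samples against 2, an exact permutation test of a single gene cannot give a p below 0.333.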

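In the RNA-seq samples at 24 h, Cdkn1a, on chromosome 17 of GRCm38 from 29090976 to 29100727, had an FPKM of 78.0 ± 2.7 (SD, n = 2) with anti-CD3/CD28 alone and 159.2 ± 9.3 (SD, n = 2) with anti-CD3/CD28 plus cGAMP. The log2 difference was 1.02 (standard error 0.38), with a limma adjusted p = 0.22 in the fit of all 10 samples and adjusted p = 9.56e-04 in the fit of the 4 samples at 24 h. Cdkn1b, on chromosome 6 from 134920401 to 134925513, went from 18.1 ± 0.1 to 27.0 ± 1.0 (SD, n = 2 each). Its log2 difference of 0.55 (standard error 0.42) had an adjusted p = 1 over all 10 samples and 0.0052 over the 4. Both replicates with cGAMP were above both replicates without it for each of these genes. Ccng2 and Cdk19, the other genes drawn as raised in Fig S1G, also increased, by 0.68 and 0.75 on the log2 scale. Neither passed an adjusted p of 0.05 in the fit of all 10 samples, and over the 4 samples their adjusted p was 0.0041 and 0.0040. The median log2 difference of the 4 genes was 0.71, with an adjusted p for the set from limma's fry of 0.10 over all 10 samples and 0.0019 over the 4 samples at 24 h. Fig S1G was drawn from the same samples, so the set was not chosen independently of its values. Of the settings tried, quantile normalization moved Cdkn1a most, to a log2 difference of 1.19. From the higher values with cGAMP in the RNA-seq and in the qPCR, the paper concludes that both CDK inhibitors are up-regulated.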

Conversely, the expression of CDK inhibitor p21 (Cdkn1a) and p27 Kip1 (Cdkn1b) was up-regulated by cGAMP (Fig S1F and G). These data indicate that STING activation in T cells induces cell cycle arrest by modulating the expression of cell cycle–related genes.

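The 26 genes that Fig S1G draws as lowered had a median log2 difference of -0.86 between anti-CD3/CD28 plus cGAMP and anti-CD3/CD28 alone at 24 h, and all 26 were lower in both replicates. The set's adjusted p was 0.0041 from limma's fry over all 10 samples, for genes that the authors selected from these data. In the fit of all 10 samples 10 of the 26 genes passed an adjusted p of 0.05, and in the fit of the 4 samples at 24 h all 26 did. Ccnb1, on chromosome 13 of GRCm38 from 100778650 to 100786570, fell from an FPKM of 84.6 ± 1.5 to 28.0 ± 0.7 (SD, n = 2 each), a log2 difference of -1.56 (standard error 0.32, adjusted p = 0.0030). Cdk1, on chromosome 10 from 69335146 to 69352938, fell from 45.9 ± 3.1 to 27.8 ± 2.1 (SD, n = 2 each), and its log2 difference of -0.70 had an adjusted p = 0.37 over all 10 samples and 0.0055 over the 4. Ccna2, on chromosome 3 from 36564865 to 36572150, fell from 104.8 ± 7.8 to 65.4 ± 1.5 (SD, n = 2 each), with a log2 difference of -0.67 and an adjusted p = 0.76 over all 10 and 0.0040 over the 4. Cdk4, on chromosome 10 from 127063534 to 127067920, changed least of the genes in the map, from 247.7 ± 1.2 to 187.2 ± 15.1 (SD, n = 2 each), a log2 difference of -0.40 with an adjusted p = 1 over all 10 and 0.018 over the 4. Ccnd2, on chromosome 6 from 127125162 to 127152193 and not among the genes of Fig S1G, was higher with cGAMP, at 249.0 ± 7.2 against 125.8 ± 4.9 (SD, n = 2 each). Its log2 difference was 0.98 (standard error 0.45, adjusted p = 0.43 over all 10 and 8.40e-04 over the 4). The largest changes in the map were those of Pif1, Ube2c and Cenpa, which fell by 2.07, 1.68 and 1.65 on the log2 scale. Beside Cdk4, Nuf2 and E2f4 changed least, falling by 0.40 and 0.47. With a pseudocount of 0.1 in place of 1, the median of the 26 genes was -0.89 and the set's adjusted p was 0.054. From the lowered cyclin and Cdk genes and the raised inhibitors, together with the arrest in G0-G1, the paper concludes that STING activation stops the cell cycle through the expression of these genes.

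**Figure D1:**
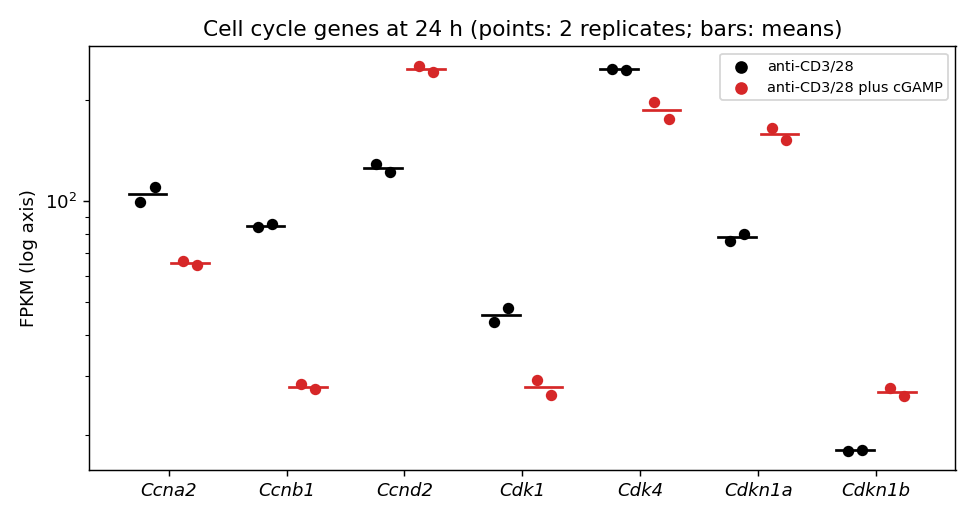
FPKM of 7 cell cycle genes (log axis) in CD4+ T cells at 24 h with anti-CD3/CD28 alone (black) or plus cGAMP (red). Points are the 2 replicates and bars their means. Ccna2, Ccnb1, Cdk1 and Cdk4 are lower with cGAMP, and Ccnd2, Cdkn1a and Cdkn1b are higher.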

**Figure S1.**
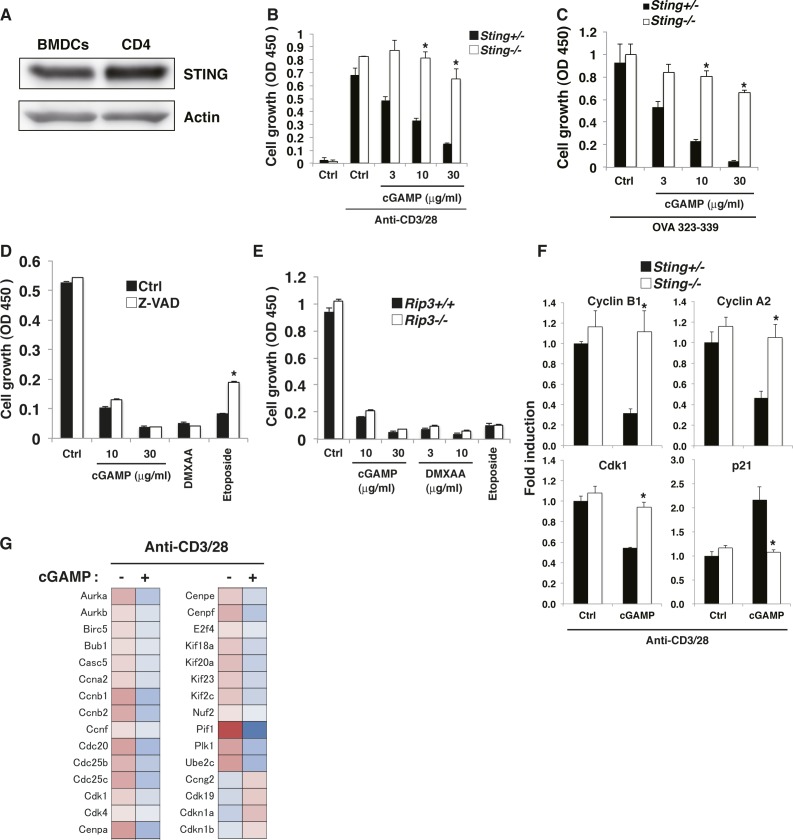
T cell–intrinsic STING inhibits cell cycle progression of T cells. **(A)** Expression of STING in BMDCs and CD4^+^ T cells by Western blot. **(B)** Naive CD8^+^ T cells from *Sting*^*+/+*^ or *Sting*^*−/−*^ mice were stimulated with anti-CD3/CD28 Abs with or without graded amounts of cGAMP for 48 h, and cell growth was assessed by a WST-8 cell proliferation assay. **(C)** Naive CD4^+^ T cells from *Sting*^*+/−*^ or *Sting*^*−/−*^ OT-II Tg mice were cocultured with irradiated T cell–depleted splenocytes from C57BL/6 mice as APCs, together with OVA^323–339^ peptide (10 μM) in the presence or absence of graded amounts of cGAMP, and cell growth was assessed by a WST-8 cell proliferation assay. **(D)** Naive CD4^+^ T cells were pretreated with (open column) or without (closed column) Z-VAD and stimulated with anti-CD3/CD28 Abs with or without cGAMP or DMXAA for 48 h, and cell growth was assessed by a WST-8 cell proliferation assay. **(E)** Naive CD4^+^ T cells from *Rip3*^*+/+*^ (closed column) or *Rip3*^*−/−*^ (open column) mice were stimulated with anti-CD3/CD28 Abs with or without cGAMP or DMXAA for 48 h, and cell growth was assessed by a WST-8 cell proliferation assay. **(F)** qPCR analysis of the expression of cell cycle–related genes in CD4^+^ T cells from *Sting*^*+/−*^ (closed column) or *Sting*^*−/−*^ (open column) mice upon stimulation with anti-CD3/CD28 Abs in the presence or absence of cGAMP (30 μg/ml) for 24 h. **(G)** RNA-seq data for the expression of cell cycle–related genes in CD4^+^ T cells stimulated with anti-CD3/CD28 Abs with or without cGAMP for 24 h. Data are the mean from duplicate (B–E) or triplicate (F) ± SD. Data are representative of at least three independent experiments. **(A—F)** *P < 0.05, *t* test (compared with WT cells treated with cGAMP). **(E)** *P < 0.05, *t* test (compared with control cells treated with etoposide).

**Figure 1.**
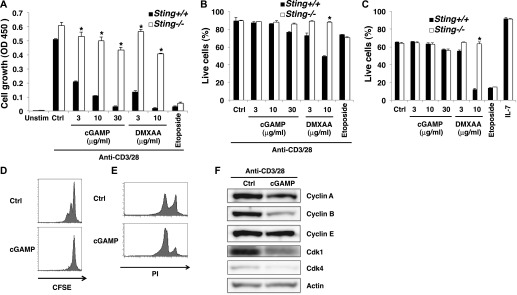
STING stimulation in T cells inhibits cell cycle progression. **(A, B)** FACS-sorted naive CD4^+^ T cells from *Sting*^*+/+*^ or *Sting*^*−/−*^ mice were stimulated with immobilized anti-CD3ε plus anti-CD28 (anti-CD3/CD28) Abs with or without STING ligands cGAMP or DMXAA. Cell growth was assessed after 48 h of stimulation by a WST-8 proliferation assay (A), and cell survival was determined after 18 h of stimulation by Propidium iodide (PI) and Annexin V staining (B). **(C)** Naive CD4^+^ T cells from *Sting*^*+/+*^ or *Sting*^*−/−*^ mice were stimulated with cGAMP or DMXAA for 18 h, and cell survival was determined by PI and Annexin V staining. **(D, E)** Naive CD4^+^ T cells were stimulated with anti-CD3/CD28 Abs with or without cGAMP for 48 h, and cell division was determined by a CFSE-labeling assay (D) and cell cycle was assessed by PI staining (E). **(F)** Western blot analysis for protein expression of cell cycle–related genes in CD4^+^ T cells upon stimulation with anti-CD3/CD28 Abs with or without cGAMP for 24 h. Data are the mean from duplicate (A–C) ± SD. Data are representative of at least three independent experiments. **(A–F)** *P < 0.05, *t* test (compared with WT cells treated with indicated ligands).

### STING signals inhibit activation of mTORC1

Because mTORC1 signaling is required for cell cycle regulation in T cells through the induction of cell cycle–related genes (Yang et al, 2013), it seemed possible that the cell cycle arrest by cGAMP was mediated by the inhibition of mTORC1 activation upon TCR/CD28 stimulation. Indeed, cGAMP strongly inhibited the activation of mTORC1 downstream signaling molecules such as S6K1 and 4E-BP1 upon anti-CD3/28 stimulation (Fig 2A). By contrast, Akt activation was modestly enhanced (Fig 2A), which is similarly observed in Raptor-KO T cells (Yang et al, 2013). Interestingly, IL-2R signaling events, including phosphorylation of STAT5 and JAK3, were also inhibited (Fig 2A). We used STING-KO T cells to confirm that this cGAMP-induced inhibition of both mTORC1 and IL-2R signaling was dependent on STING (Fig 2B). Although TCR-induced IL-2 production was slightly reduced by cGAMP upon TCR stimulation (Fig S2A), the addition of exogenous IL-2 failed to restore the inhibition of either cGAMP-induced cell growth or STAT5 activation (Fig S2B), suggesting that STING stimulation inhibits the activation of STAT5 independently of IL-2 production. Anti-IL-2R blocking Ab inhibited the phosphorylation of STAT5 but not 4E-BP1 (Fig S2C), indicating that STING activation by cGAMP inhibits TCR-induced mTORC1 signaling and IL-2-induced STAT5 activation. Notably, anti-IL-2R blocking Ab did not inhibit T-cell proliferation upon anti-CD3/28 stimulation in our experimental system, suggesting that cGAMP-induced inhibition of STAT5 activation was not required for STING-mediated growth inhibition (Fig S2D). We confirmed that other STING ligands, cyclic di-AMP and DMXAA, also inhibited both mTORC1 and IL-2R signaling (Fig S2E). mTORC1 regulates the expression of the amino acid transporter CD98 and the transferrin receptor CD71 (Yang et al, 2013), and we found that TCR-induced expression of both CD98 and CD71, but not CD25, was impaired by cGAMP (Fig 2C). These data indicate that cGAMP specifically inhibits both mTORC1 and IL-2 pathways upon TCR stimulation.

**Figure 2.**
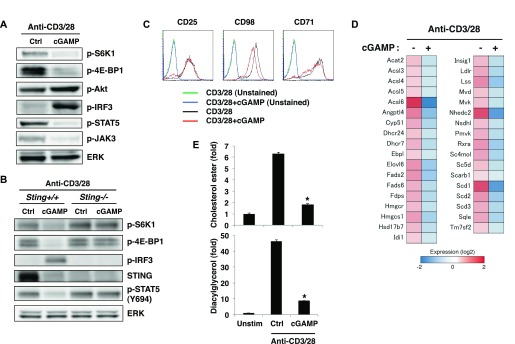
STING activation leads to the inhibition of the mTORC1 pathway. **(A, B)** Western blot analysis of the indicated phosphorylated proteins in CD4^+^ T cells from *Sting*^*+/+*^ or *Sting*^*−/−*^ mice upon stimulation with anti-CD3/CD28 Abs with or without cGAMP for 24 h. **(C)** FACS analysis of indicated surface molecules on CD4^+^ T cells upon stimulation with anti-CD3/CD28 Abs with or without cGAMP for 24 h. **(D)** RNA-seq data of the expression of lipid synthesis–related genes in CD4^+^ T cells upon stimulation with anti-CD3/CD28 Abs with or without cGAMP for 24 h. **(E)** Quantification of total cholesterol ester (upper) and total DAG (lower) in CD4^+^ T cells upon stimulation with anti-CD3/CD28 Abs with or without cGAMP for 24 h, assessed by LC-MS. Data are the mean from triplicate ± SD (E). Data are representative of at least three independent experiments (A–C). **(E)** *P < 0.05, *t* test (compared with that with anti-CD3/28 alone).

**Figure S2.**
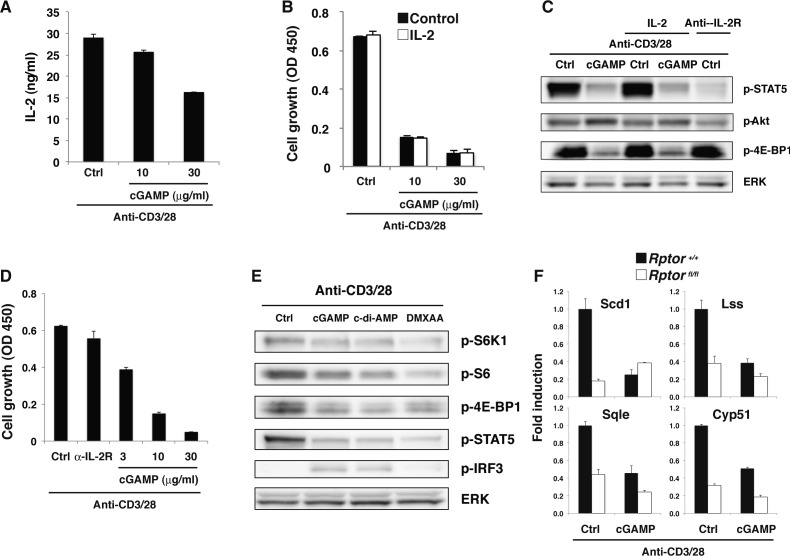
STING activation induces inhibition of the mTORC1 pathway. **(A)** Naive CD4^+^ T cells were stimulated with anti-CD3/CD28 Abs in the presence or absence of cGAMP for 15 h, and IL-2 production was assessed by ELISA. **(B)** Naive CD4^+^ T cells were stimulated with anti-CD3/CD28 Abs in the presence or absence of exogenously added IL-2 (100 ng/ml) and cGAMP, and cell growth was assessed by a WST-8 cell proliferation assay. **(C)** Western blot analysis of CD4^+^ T cells stimulated with anti-CD3/CD28 Abs in the presence or absence of cGAMP and IL-2 (100 ng/ml) or anti-IL-2R Ab. **(D)** Naive CD4^+^ T cells were stimulated with anti-CD3/CD28 Abs in the presence or absence of anti-IL-2R Ab or cGAMP, and cell growth was assessed by a WST-8 cell proliferation assay. **(E)** Western blot analysis for activation of mTOR signaling in CD4^+^ T cells stimulated with anti-CD3/CD28 Abs in the presence or absence of different STING ligands, cGAMP, c-di-AMP, or DMXAA. **(F)** qPCR analysis for the expression of various genes in CD4^+^ T cells from *Rptor*^*+/+*^ (closed column) or *Rptor-*^*fl/fl*^ (open column) mice stimulated with anti-CD3/CD28 Abs with or without cGAMP for 24 h. Data are the mean from duplicate (A, B) or triplicate (F) ± SD. Data are representative of at least three independent experiments (A–F).

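At 24 h, 107 genes were lower and 361 higher with anti-CD3/CD28 plus cGAMP than with anti-CD3/CD28 alone at an adjusted p under 0.05 in limma over all 10 samples. With the replicate number as a block in the same fit, 148 genes were lower and 444 higher. The pairing of replicates is taken from the labels, and the differences between replicates 1 and 2 were only weakly correlated between the 2 groups at 24 h (Spearman 0.15 across genes, which are not independent replicates). The fit of only the 4 samples at 24 h gave 2135 lower and 1533 higher genes. Of the settings chosen before the files arrived, quantile normalization moved the number of lower genes most, to 2207. All 35 genes drawn in Fig 2D were lower with cGAMP in both replicates, with a median log2 difference of -0.91 and an adjusted p = 0.012 for the set from limma's fry. They were drawn by the authors from these samples. In the fit of all 10 samples 10 of the 35 genes passed an adjusted p of 0.05, and in the fit of the 4 samples all 35 did. Acsl6, a long-chain acyl-CoA synthetase gene on chromosome 11 of GRCm38 from 54303798 to 54364756, fell from an FPKM of 10.1 ± 0.2 to 0.6 ± 0.4 (SD, n = 2 each), a log2 difference of -2.84 (standard error 0.21, adjusted p = 1.60e-09). Scd1, a stearoyl-CoA desaturase gene on chromosome 19 from 44394455 to 44407879, fell from 7.28 ± 0.37 to 0.79 ± 0.00 (SD, n = 2 each), a log2 difference of -2.21 (standard error 0.18, adjusted p = 8.15e-09). Nhedc2 fell from 6.0 ± 0.4 to 0.7 ± 0.1 (SD, n = 2 each), a log2 difference of -2.07 (standard error 0.22, adjusted p = 3.55e-07). Lss, on chromosome 10 from 76531588 to 76557138, fell from 29.8 ± 1.9 to 8.5 ± 0.6 (SD, n = 2 each), a log2 difference of -1.70 (standard error 0.39, adjusted p = 0.0093). The sterol genes Sqle, on chromosome 15 from 59315077 to 59331192, and Cyp51, on chromosome 5 from 4081145 to 4104746, had log2 differences of -1.25 and -1.20, with an adjusted p = 0.15 and 0.13 over all 10 samples and 3.83e-04 and 3.32e-04 over the 4. The smallest changes were those of Tm7sf2, Ebpl and Scarb1, at -0.52, -0.51 and -0.48. A pseudocount of 0.1 in place of 1 changed Scd1 most, to a log2 difference of -3.05, and moved the median of the 35 genes to -1.08, with an adjusted p = 0.055 for the set. With each replicate at 24 h left out in turn, the set's median stayed between -0.92 and -0.90. These fits leave 1 sample in a group, so no p is drawn from them. From such lowered genes and their enrichment in Table 1 the paper concludes that cGAMP reduces the expression of lipid synthesis genes.

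**Figure D2:**
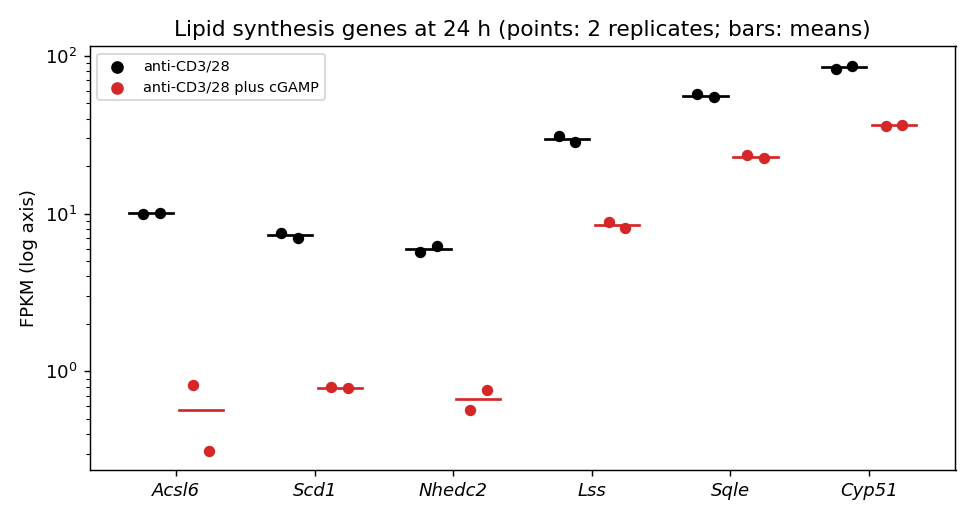
FPKM of 6 genes that Fig 2D draws as related to lipid synthesis (log axis) in CD4+ T cells at 24 h with anti-CD3/CD28 alone (black) or plus cGAMP (red). Points are the 2 replicates and bars their means. Each gene is lower with cGAMP in both replicates.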

Pathway analysis of genes with down-regulation in CD4^+^ T cells stimulated with anti-CD3/28 plus cGAMP as compared to those stimulated with anti-CD3/28 alone showed that cGAMP stimulation reduced the expression of lipid synthesis–related genes (Table 1 and Fig 2D), which are also regulated by mTORC1 (Yang et al, 2013). Of note, the reduced expression of those genes upon stimulation with TCR plus cGAMP was similarly observed in Raptor-KO T cells upon TCR stimulation (Fig S2F). Recently, it has been shown that mTORC1-induced cholesterol synthesis is critical for antigen-driven clonal expansion (Kidani et al, 2013). LC-mass spectrometry (LC-MS) analysis showed the total content of cholesterol esters was drastically reduced in T cells stimulated with anti-CD3/28 plus cGAMP as compared with T cells stimulated with anti-CD3/28 (Fig 2E). Lipin-1 (Han et al, 2006), the enzyme generating DAG, is a target of, and regulated by, mTORC1 (Eaton et al, 2013). MS analysis demonstrated that the total DAG was substantially reduced in T cells stimulated with TCR and cGAMP (Fig 2E). These data support the idea that the STING-mediated signal inhibits lipid synthesis through the inhibition of TCR-induced mTORC1 activation.

**Table 1.** Pathway-enrichment analysis.

	Count	*P*
Enrichment cluster 1 (score, 3.64)		
Lipid biosynthesis	14	5.1 × 10^−8^
Lipid metabolic process	20	8.4 × 10^−6^
Lipid metabolism	18	8.9 × 10^−6^
Fatty acid desaturase, type 1	5	9.4 × 10^−6^
Unsaturated fatty acid biosynthetic process	5	3.3 × 10^−5^
Stearoyl-CoA 9-desaturase activity	4	3.7 × 10^−5^
Fatty acid biosynthesis	7	3.8 × 10^−5^
Fatty acid biosynthetic process	8	4.7 × 10^−5^
Biosynthesis of unsaturated fatty acid	6	5.1 × 10^−5^
Fatty acid metabolism	9	1.0 × 10^−4^
Long-chain fatty acid biosynthetic process	4	1.7 × 10^−4^
PPAR signaling pathway	8	2.3 × 10^−4^
Palmitoyl-CoA 9-desaturase activity	3	9.2 × 10^−4^
Monosaturated fatty acid biosynthetic process	3	9.8 × 10^−4^
Enrichment cluster 2 (score, 3.42)		
Nucleosome	13	1.1 × 10^−8^
Negative regulation of cell proliferation	14	1.5 × 10^−3^
Ubl conjugation	31	2.8 × 10^−3^
Enrichment cluster 3 (score, 3.31)		
ER	34	1.2 × 10^−4^
Enrichment cluster 4 (score, 3.01)		
Sterol biosynthetic process	6	2.2 × 10^−5^
Cholesterol biosynthetic process	6	5.2 × 10^−5^
Cholesterol biosynthesis	5	7.5 × 10^−5^
Steroid biosynthesis	6	7.5 × 10^−5^
Cholesterol metabolism	6	4.5 × 10^−4^
Sterol metabolism	6	7.8 × 10^−4^
Cholesterol metabolic process	7	1.0 × 10^−3^
Steroid biosynthetic process	6	1.2 × 10^−3^
Steroid metabolism	6	1.7 × 10^−3^
Enrichment cluster 4 (score, 2.26)		
Oxidereductase	19	5.3 × 10^−4^
Oxidereductase activity	19	6.0 × 10^−4^
Oxidation-reduction process	19	3.0 × 10^−3^
NADP	7	1.7 × 10^−3^

Pathway-enrichment analysis of gene expression with down-regulation in CD4^+^ T cells stimulated with anti-CD3/28 plus cGAMP for 24 h as compared with those stimulated with anti-CD3/28 alone. 

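Table 1 names nucleosome among its terms without listing the genes, so the histone genes were taken by symbol, as those that start with Hist, H1f, H2a, H2b, H3f or H4. Of 82 such genes 71 passed the filter on low values, and 60 of the 71 were lower with anti-CD3/CD28 plus cGAMP than with anti-CD3/CD28 alone at 24 h. The median log2 difference was -0.56, with an adjusted p = 0.012 for the set from limma's fry over all 10 samples. The set's adjusted p was 0.12 with a pseudocount of 0.1, with quantile normalization and with scaling by median of ratios. It was 0.0020 over the 4 samples at 24 h. It also stayed under 0.05 with a pseudocount of 0.5, no filter, an FPKM of at least 5, the replicate block and no trend. In naive replicate 2 the mean log2 value of the histone genes was 2.11, against 1.75 in naive replicate 1, whereas the other sets were lower there. Quantile normalization and scaling raise naive replicate 2, which widens the naive spread of this set. In limma's test of single genes over all 10 samples 5 histone genes had an adjusted p under 0.05 and were lower, and 7 had a log2 difference of -1 or lower. Over the 4 samples at 24 h 46 histone genes passed as lower and 2 as higher. Many histone genes are near-identical copies whose reads Cufflinks could have split, so the value of a single one is uncertain. With each replicate at 24 h left out in turn, the set's median stayed between -0.57 and -0.47. Such fits leave 1 sample in a group, so no p is drawn from them. The lists behind the enrichment scores were not given, and the DAVID analysis itself was not repeated.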

Data were analyzed with DAVID Bioinformatics Resources 6.8 and represent one experiment.

Altogether, STING activation induces the suppression of mTORC1 signaling and results in defective T-cell proliferation.

### CDNs induce type I IFN production from T cells in TCR stimulation–dependent manner

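Of the 20 genes drawn in Fig S3A, 19 are in the files analysed here, and all 19 were higher with anti-CD3/CD28 plus cGAMP than with anti-CD3/CD28 alone in both replicates at 24 h. Each passed an adjusted p of 0.05 in limma over all 10 samples, with log2 differences between 2.87 and 8.57 and a median of 5.03. Isg15, on chromosome 4 of GRCm38 from 156199424 to 156200818, rose from an FPKM of 1.31 ± 0.10 to 877 ± 56 (SD, n = 2 each), a log2 difference of 8.57 (standard error 0.43, adjusted p = 3.89e-12). Ccl5, on chromosome 11 from 83525778 to 83530518, rose from 2.7 ± 0.1 to 1188 ± 138 (SD, n = 2 each), a log2 difference of 8.31 (standard error 0.45, adjusted p = 4.50e-12). Ifit1, on chromosome 19 from 34640871 to 34650009, rose from 0.74 ± 0.01 to 363.2 ± 0.9 (SD, n = 2 each), a log2 difference of 7.71 (standard error 0.40, adjusted p = 4.25e-12). AW011738, annotated as protein coding on chromosome 4 from 156203304 to 156205151, rose from 0.22 ± 0.07 to 11.9 ± 1.2 (SD, n = 2 each), a log2 difference of 3.39 (standard error 0.35, adjusted p = 2.61e-07). AW011738, Pydc4 and Oas1g had the smallest increases of the 19, at 3.39, 3.15 and 2.87. When the 11152 genes that passed the filter were ranked by log2 difference, 11 of the genes of Fig S3A were among the 20 largest increases. Of the other genes in that list, 6 encode small nucleolar RNAs or microRNAs. The remaining 3 were Oasl1, I830012O16Rik and Rsad2, with log2 differences of 7.12, 5.88 and 5.40. Leaving out replicate 1 of anti-CD3/CD28 or replicate 2 of anti-CD3/CD28 plus cGAMP at 24 h moved this overlap most, to 7 in either case. Pseudocounts change the ranking of genes with values near 0, and a pseudocount of 0.1 raised the log2 difference of AW011738 to 5.23. The paper takes the interferon-stimulated genes at the top of its list as a sign that T cells may make IFN-I when STING is activated.

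**Figure D3:**
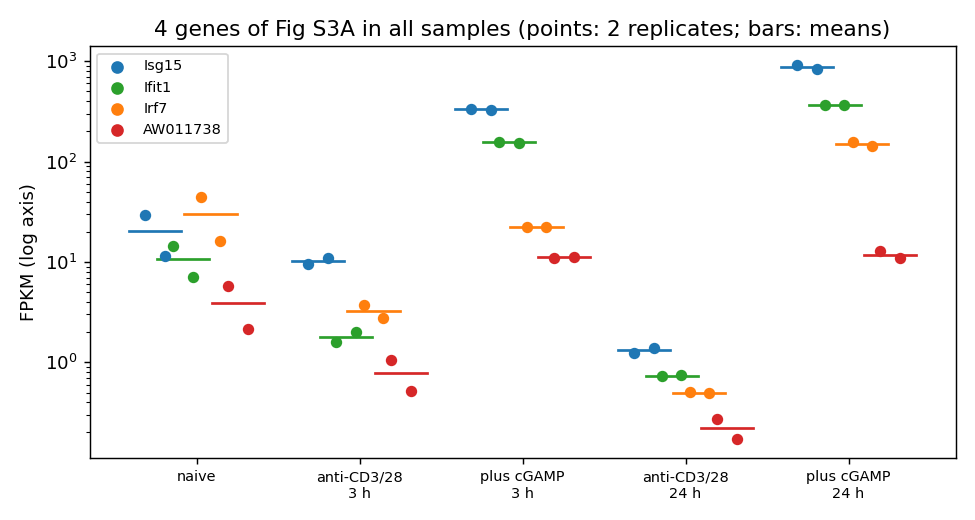
FPKM (log axis) of Isg15, Ifit1, Irf7 and AW011738 in all 10 samples, grouped as naive cells and as cells stimulated with anti-CD3/CD28 with or without cGAMP for 3 h and 24 h. Points are the 2 replicates and bars their means. All 4 genes are higher with cGAMP at both times, and lower with anti-CD3/CD28 alone at 24 h than in naive cells.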

RNA-seq analysis revealed that the top 20 up-regulated genes in T cells upon stimulation with anti-CD3/28 plus cGAMP (Fig S3A) were all interferon-stimulated genes (ISGs) except for an unknown gene, AW011738, suggesting that T cells may induce IFN-I production by STING activation as innate cells. We found that cGAMP alone could induce the expression of IFN-I mRNA (Fig S3C) but failed to produce either IFN-β (Fig 3A) or IFN-α (Fig S3B). However, when activated with anti-CD3/CD28, cGAMP and c-di-AMP induced IFN-I production from both naive CD4^+^ and CD8^+^ T cells (Figs 3A and S3B and S3D). Interestingly, robust production of type III IFN (IFN-λ2/3) was also observed (Fig S3E). IFN-I production correlated with the signal strength of TCR stimulation (Fig S3F). STING-induced IFN-I production in T cells was not induced within 24 h after stimulation (Fig 3A), although DCs can produce IFN-I within a few hours in response to STING ligands (Roth et al, 2014). Notably, DMXAA could not induce IFN-I production in T cells (Figs 3A and S3B).

**Figure S3.**
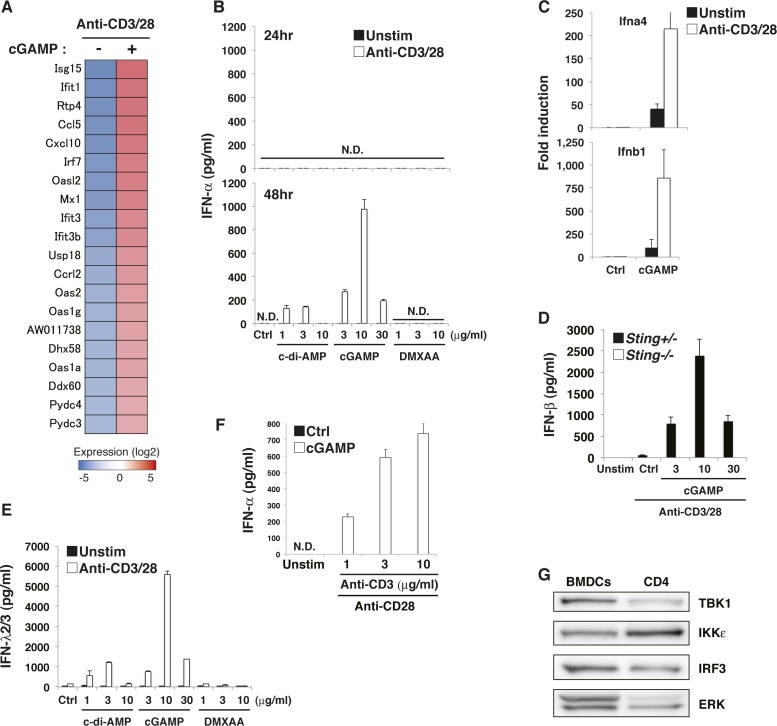
TCR stimulation induces sustained activation of IRF3 upon CDN stimulation to produce type I IFNs. **(A)** RNA-seq data for the expression of IFN-related genes in CD4^+^ T cells stimulated with anti-CD3/CD28 Abs with or without cGAMP for 24 h. **(B)** Naive CD4^+^ T cells were stimulated with anti-CD3/CD28 Abs with or without the indicated STING ligands, and IFN-α production at 24 h (upper) and 48 h (lower) after stimulation was assessed by ELISA. N.D., not detected < 6.2 pg/ml. **(C)** qPCR analysis for the expression of Ifn genes in CD4^+^ T cells stimulated with or without (ctrl) cGAMP in the presence or absence of anti-CD3/CD28 stimulation for 24 h. **(D)** Naive CD8^+^ T cells from *Sting*^*+/−*^ (closed column) or *Sting*^*−/−*^ (open column) mice were stimulated with anti-CD3/CD28 Abs and cGAMP for 48 h, and IFN-β production was assessed by ELISA. **(E)** Naive CD4^+^ T cells were stimulated with the indicated STING ligands with (open column) or without (closed column) anti-CD3/CD28 stimulation for 48 h, and IFN-λ2/3 production was assessed by ELISA. **(F)** Naive CD4^+^ T cells were stimulated with graded doses of anti-CD3/CD28 Abs with (open column) or without (closed column) cGAMP for 48 h, and IFN-α production was assessed by ELISA. **(G)** Western blot analysis of the expression of the indicated signaling molecules in BMDCs and CD4^+^ T cells. Data are the mean from duplicate (B, D, E, F) or triplicate (C) ± SD. Data are representative of at least three independent experiments (B–G).

**Figure 3.**
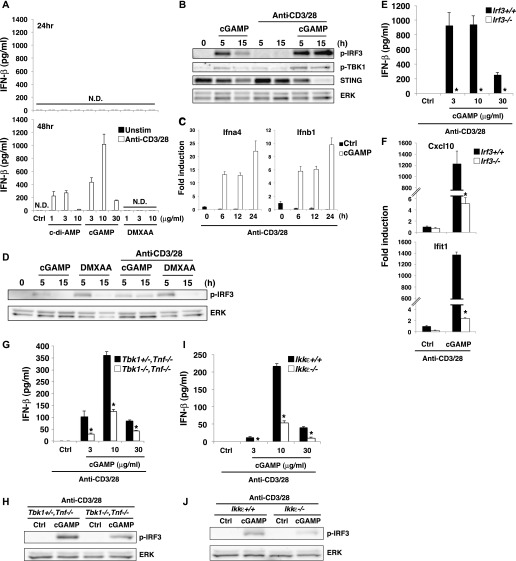
TCR stimulation induces sustained activation of IRF3 upon CDN stimulation to produce type I IFNs. **(A)** Naive CD4^+^ T cells were stimulated with anti-CD3/CD28 Abs with or without the indicated STING ligands, and the level of IFN-β produced at 24 h (upper) and 48 h (lower) after stimulation was measured by ELISA. N.D., not detected < 2.0 pg/ml. **(B)** Western blot analysis of the activation status in CD4^+^ T cells upon stimulation with cGAMP in the presence or absence of stimulation with anti-CD3/CD28 Abs for 5 or 15 h. **(C)** qPCR analysis of the expression of IFN genes in CD4^+^ T cells upon stimulation with anti-CD3/CD28 Abs with or without cGAMP for the indicated time period. **(D)** Western blot analysis for IRF3 activation in CD4^+^ T cells upon stimulation with different STING ligands in the presence or absence of stimulation with anti-CD3/CD28 Abs. **(E)** Naive CD4^+^ T cells from *Irf3*^*+/+*^ or *Irf3*^*−/−*^ mice were stimulated with anti-CD3/CD28 Abs in the presence or absence of the indicated ligands, and IFN-β production was assessed by ELISA. **(F)** qPCR analysis of ISG genes in CD4^+^ T cells from *Irf3*^*+/+*^ or *Irf3*^*−/−*^ mice upon stimulation with anti-CD3/CD28 Abs with or without cGAMP for 24 h. **(G, H)** Naive CD4^+^ T cells from *Tbk1*^*+/−*^ *Tnf*^*−/−*^ or *Tbk1*^*−/−*^ *Tnf*^*−/−*^ mice were stimulated with anti-CD3/CD28 Abs, with or without cGAMP, and IFN-β production was assessed by ELISA (G), and phosphorylation of IRF3 was assessed by Western blot analysis (H). **(I, J)** Naive CD4^+^ T cells from *Ikkε*^*+/+*^ or *Ikkε*^*−/−*^ mice were stimulated with anti-CD3/CD28 Abs with or without cGAMP, and IFN-β production was assessed by ELISA (I), and phosphorylation of IRF3 was assessed by Western blot analysis **(J)**. Data are the mean from duplicate (A, E, G, I) or triplicate (C, F) ± SD. Data are representative of at least three independent experiments. **(A—J)** *P < 0.05, *t* test (compared with WT cells treated with cGAMP).

To clarify the mechanism underlying cGAMP-induced IFN-I production upon TCR stimulation, we analyzed the activation of TBK1 and IRF3, which are essential for IFN-I induction in innate cells (Ishii et al, 2006; Takaoka et al, 2007). Whereas cGAMP stimulation alone induced transient phosphorylation of IRF3, cGAMP together with TCR stimulation induced sustained activation of IRF3 and TBK1 (Fig 3B). Consistently, sustained expression of IFN-I mRNA was observed in naive CD4^+^ T cells stimulated with anti-CD3/28 plus cGAMP (Fig 3C). Although DMXAA activated IRF3 more strongly than cGAMP, the activation was just transient, even in the presence of TCR stimulation (Fig 3D). Together, these data suggest that sustained activation of IRF3 is required for IFN-I production by T cells. It is noted that sustained activation of IRF3 induced by cGAMP and TCR stimulation was observed as early as 15 h after stimulation (Fig 3B) when T-cell division was not yet induced, indicating that TCR-induced sustained phosphorylation of IRF3 is induced independently of cell division. To confirm the requirement of sustained IRF3 activation for the induction of IFN-I in T cells, IRF3-KO naive CD4^+^ T cells were stimulated with anti-CD3/CD28 and cGAMP. The induction of IFN-I production and ISGs, such as CXCL10 and IFIT1, was completely eliminated in IRF3-KO CD4^+^ T cells (Fig 3E and F). We next investigated the contribution of TBK1 to IFN-I responses by T cells. Unlike in innate cells, both IFN-I production and IRF3 activation were only partially impaired in TBK1-KO naive CD4^+^ T cells (Fig 3G and H). Then, we analyzed the contribution of IKKε, which is a close homologue of TBK1 but only partially contributes to the induction of several ISGs such as CCL5 and CCL2 in innate cells (Ishii et al, 2006). We found that T cells highly express IKKε (Fig S3G) and that both IFN-I production and IRF3 activation were partially reduced in IKKε-KO CD4^+^ T cells (Fig 3I and J). These data suggest that, unlike innate cells, both TBK1 and IKKε are equally and redundantly important for IFN-I production by T cells through the activation of IRF3.

### Effector T cells produce robust type I IFNs

We previously reported that TLR2 ligands directly induce IFN-γ production by effector Th1 and CD8^+^ T cells even without TCR stimulation and that this is enhanced by IL-2 (Imanishi et al, 2007). We assumed a similar possibility that STING ligands might also directly stimulate IFN-I production from effector T cells in the absence of TCR stimulation. As expected, cGAMP induced IFN-I production from Th1 cells and activated CD8^+^ T cells even in the absence of TCR stimulation, and this was further enhanced by IL-2 and strongly augmented by TCR stimulation (Figs 4A and S4A). Importantly, the amount of IFN-I produced by activated CD8^+^ T cells upon stimulation with TCR and cGAMP (12 ng/ml, Fig.4A) was 10-fold higher than that from BMDCs (1–2 ng/ml, Fig S4B) (Figs 4A and B, and S4A and B). Notably, unlike naive T cells, effector T cells can produce IFN-I within 24 h in response to cGAMP. To elucidate the molecular mechanisms underlying direct induction of IFN-I production from effector T cells by cGAMP, we analyzed the signaling molecules downstream of STING in effector T cells. Whereas cGAMP alone transiently induced the activation of IRF3 in naive T cells (Fig 3B), sustained activation of IRF3 was induced in effector Th1 cells and activated CD8^+^ T cells (Fig 4C and D). The activation of IRF3 by cGAMP was augmented by IL-2 or TCR stimulation (Fig 4C and D) and correlated with the IFN-I production. These data indicate that cGAMP alone stimulates IFN-I production from effector/activated T cells by inducing the sustained activation of IRF3, which is further enhanced by IL-2 or TCR stimulation. We also analyzed the other adaptive immune cells, B cells, and found that LPS or anti-IgM plus cGAMP stimulation did not induce IFN-I production by B cells, but cGAMP inhibited LPS or anti-IgM induced B-cell proliferation similarly to TCR-activated T cells (Fig S4C). Unlike in T cells, cGAMP transiently induced expression of IFN-I mRNA upon LPS plus cGAMP stimulation of B cells (Fig S4D).

**Figure 4.**
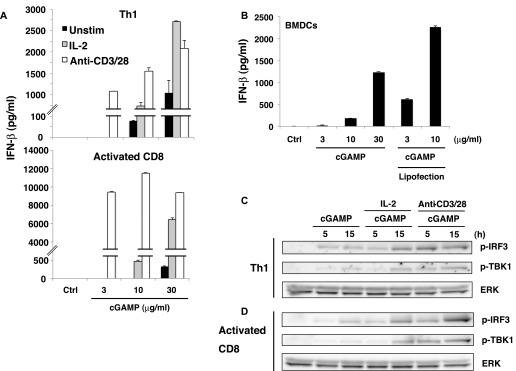
Greatly enhanced STING-mediated type I IFN responses in effector/activated T cells. **(A)** Th1 cells or activated CD8^+^ T cells were stimulated with cGAMP in the presence (IL-2) or absence (unstim) of IL-2 or stimulation with anti-CD3/CD28 Abs for 24 h, and IFN-β production was assessed by ELISA. **(B)** cGAMP was added to the media or introduced by lipofection into BMDCs for 24 h, and IFN-β production was assessed by ELISA. **(C, D)** Western blot analysis of phosphorylation of IRF3 and TBK1 in Th1 cells (C) or activated CD8^+^ T cells (D) upon stimulation with cGAMP with or without IL-2 or anti-CD3/CD28 stimulation. Data are the mean from duplicate ± SD (A, B). Data are representative of at least three independent experiments (A—D).

**Figure S4.**
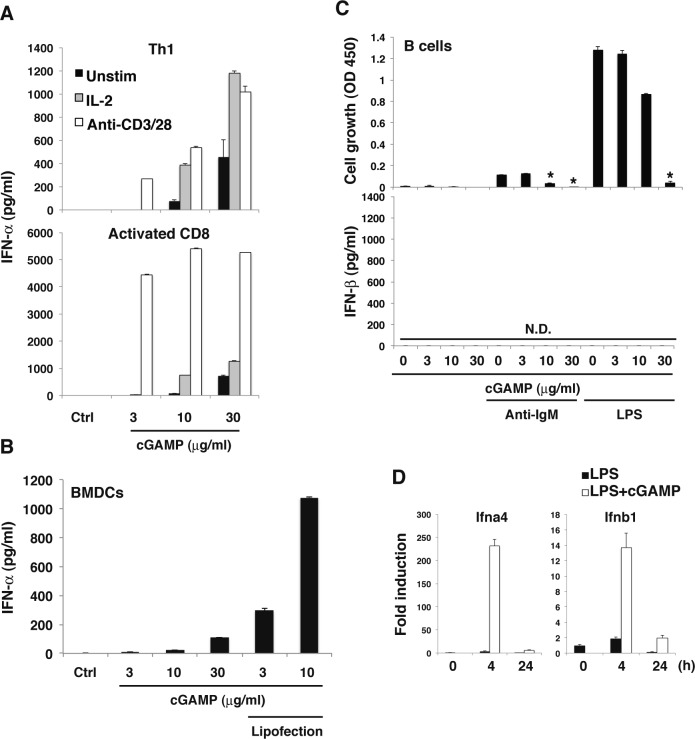
Greatly enhanced STING-mediated type I IFN responses in effector/activated T cells. **(A)** Th1 cells or activated CD8^+^ T cells were stimulated with graded doses of cGAMP alone (closed column) or together with IL-2 (grey column) or anti-CD3/CD28 stimulation (open column) for 24 h, and IFN-α production was assessed by ELISA. **(B)** Graded doses of cGAMP were added to the media or introduced by lipofection into BMDCs for 24 h, and IFN-α production was assessed by ELISA. **(C)** B220^+^ B cells were purified and stimulated with graded doses of cGAMP in the presence or absence of stimulation with anti-IgM or LPS for 48 h, and cell growth (upper) and IFN-β production (lower) were assessed by a WST-8 cell proliferation assay and ELISA, respectively. N.D., not detected < 2.0 pg/ml. **(D)** qPCR analysis for the expression of Ifn genes in B cells upon stimulation with LPS with or without cGAMP for indicated period. Data are the mean from duplicate (A–C) or triplicate (D) ± SD (A–D). Data are representative of at least three independent experiments. **(C)** *P < 0.05, *t* test (compared with that with anti-IgM alone or LPS alone).

### IRF3/7 are required for the STING-mediated inhibition of mTORC1 and IL-2 signaling

Because T cells can produce IFN-I in response to cGAMP and TCR stimulation, it is possible that IFN-I produced by the T cells may inhibit the activation of mTORC1 and the proliferation. This issue was addressed by analyzing these signals in IFNα receptor 1 (IFNAR1)-KO CD4^+^ T cells. Phosphorylation of S6K1, 4E-BP1, and STAT5 was similarly inhibited by cGAMP, whereas cGAMP-induced growth inhibition was partially restored in IFNAR1-KO T cells (Fig 5A and B), indicating that IFN-I signaling is partly involved in growth inhibition but not in inhibition of mTORC1 and IL-2 signaling pathways. We confirmed that cGAMP-induced growth inhibition was also partly blocked in the presence of rapamycin, an mTOR inhibitor (Fig S5A), indicating that both the inhibition of mTORC1 activation and IFN-I signaling are involved in STING-mediated growth inhibition. In addition, it is noted that the simultaneous treatment with both rapamycin and anti-IFNAR1 blocking Ab did not completely block the cGAMP-induced growth inhibition (Fig S5A), suggesting that yet unidentified pathway is involved in STING-mediated growth inhibition.

**Figure 5.**
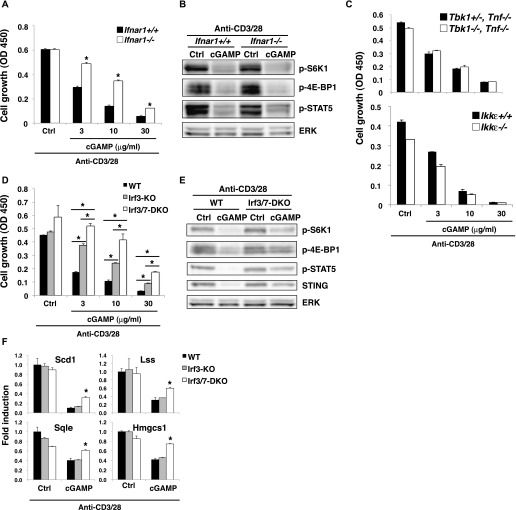
Molecular mechanism of STING-mediated inhibition of the mTORC1 pathway. **(A, D)** Naive CD4^+^ T cells from *Ifnar1*^*+/+*^ or *Ifnar1*^*−/−*^ mice (A) or WT, *Irf3*^*−/−*^, or *Irf3*^*−/−*^ *Irf7*^*−/−*^ mice (D) were stimulated with anti-CD3/CD28 Abs with or without cGAMP for 48 h, and cell growth was assessed by a WST-8 cell proliferation assay. **(B, E)** Activation of the mTORC1 pathway was analyzed by Western blot in CD4^+^ T cells from *Ifnar1*^*+/+*^ or *Ifnar1*^*−/−*^ mice (B) or *Irf3*^*−/−*^ *Irf7*^*−/−*^ (DKO) mice (E) upon stimulation with anti-CD3/CD28 Abs with or without cGAMP for 24 h. **(C)** Naive CD4^+^ T cells from *Tbk1*^*+/−*^ *Tnf*^*−/−*^ or *Tbk1*^*−/−*^ *Tnf*^*−/−*^ mice (upper) or *Ikkε*^*+/+*^ or *Ikkε*^*−/−*^ mice (lower) were stimulated with anti-CD3/CD28 Abs with or without cGAMP, and cell growth was assessed by a WST-8 cell proliferation assay. **(F)** qPCR analysis of various genes in CD4^+^ T cells from WT (closed bar), *Irf3*^*−/−*^ (grey bar), or *Irf3*^*−/−*^ *Irf7*^*−/−*^ (open bar) mice upon stimulation with anti-CD3/CD28 Abs with or without cGAMP for 24 h. Data are the mean from duplicate ± SD (A, C, D) or triplicate (F) ± SD. Data are representative of at least three independent experiments (C—F). **(A, F)** *P < 0.05, *t* test (compared with WT cells treated with cGAMP). **(D)** *P < 0.05, *t* test (compared with WT cells or Irf3-KO cells treated with cGAMP).

**Figure S5.**
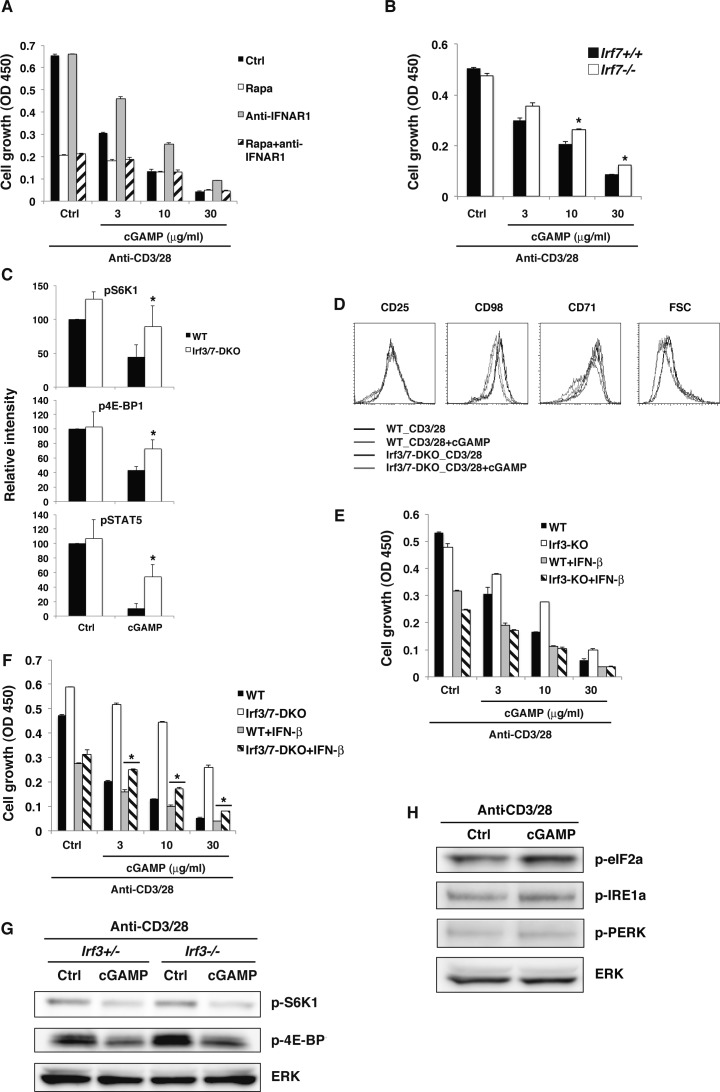
Molecular mechanism of STING-mediated inhibition of the mTORC1 pathway. **(A)** Naive CD4^+^ T cells were stimulated with anti-CD3/CD28 Abs either with rapamycin (open column) or anti-IFNAR1 Ab (grey column) or both rapamycin and anti-IFNAR1 Ab (diagonal line column) with or without (Ctrl, closed column) cGAMP for 48 h, and cell growth was assessed by a WST-8 cell proliferation assay. **(B)** Naive CD4^+^ T cells from *Irf7*^*+/+*^ (closed column) or *Irf7*^*−/−*^ (open column) mice were stimulated with anti-CD3/CD28 Abs with or without cGAMP for 48 h, and cell growth was assessed by a WST-8 cell proliferation assay. **(C)** Quantitative analysis of the data in Fig 5E. Data were collected from four independent experiments. **(D)** FACS analysis of surface expression of indicated molecules and FSC on CD4^+^ T cells from WT and Irf3/Irf7-DKO mice upon stimulation with anti-CD3/CD28 Abs with or without cGAMP for 24 h. **(E)** Naive CD4^+^ T cells from WT or Irf3-KO mice were stimulated with anti-CD3/CD28 Abs with or without IFN-β (1 ng/ml) or cGAMP for 48 h, and cell growth was assessed by a WST-8 cell proliferation assay. **(F)** Naive CD4^+^ T cells from WT or Irf3/Irf7-DKO mice were stimulated with anti-CD3/CD28 Abs with or without IFN-β (1 ng/ml) or cGAMP for 48 h, and cell growth was assessed by a WST-8 cell proliferation assay. **(G)** Western blot analysis for the mTORC1 activation pathway in CD4^+^ T cells from *Irf3*^*+/+*^ or *Irf3*^*−/−*^ mice. **(H)** Western blot analysis for the ER stress pathways in CD4^+^ T cells stimulated with anti-CD3/CD28 Abs in the presence or absence of cGAMP. Data are the mean from duplicate (A, B, E, F) ± SD. Data are representative of two independent experiments. **(A, B, D, E, F, G, H)** *P < 0.05, *t* test (compared with WT cells treated with cGAMP). **(F)** *P < 0.05, *t* test (compared with WT cells treated with cGAMP and IFN-β).

Next, we sought to determine the mechanism of STING-mediated inhibition of both mTORC1 and IL-2 pathways. We first examined the involvement of TBK1 and IKKε in the cGAMP-induced inhibition of mTORC1 and IL-2 pathways. Surprisingly, cGAMP-induced growth inhibition was equivalent in CD4^+^ T cells from TBK1- and IKKε-KO mice (Fig 5C). We then analyzed the involvement of IRF3/7 in this process. cGAMP-induced growth inhibition was partially restored in IRF3-KO CD4^+^ T cells (Fig 5C) and in IRF7-KO CD4^+^ T cells (Fig S5B) and more strongly restored in IRF3/7-doubly deficient (DKO) CD4^+^ T cells (Fig 5D). In addition, partial restoration of cGAMP-induced inhibition of mTORC1 (p-S6K1 and p-4E-BP1) and IL-2 (p-STAT5) signaling was observed in IRF3/7-DKO CD4^+^ T cells (Figs 5E and S5C). Consistently, the inhibition of the expression of lipid synthesis–related genes, CD98 and CD71, by cGAMP was partly recovered in IRF3/7-DKO CD4^+^ T cells (Figs 5F and S5D). Particularly, the partial restoration of cGAMP-induced growth inhibition in IRF3-KO CD4^+^ T cells was completely cancelled by the addition of exogenous IFN-β (Fig S5E), whereas the addition of exogenous IFN-β partially cancelled it in IRF3/7-DKO CD4^+^ T cells (Fig S5F). In addition, cGAMP-induced inhibition of mTORC1 activation was largely intact in IRF3-KO CD4^+^ T cells (Fig S5G), suggesting that IRF3 and IRF7 have redundant function in STING-mediated T-cell growth inhibition. These data also suggest that normal cGAMP-induced growth inhibition in TBK1- or IKKε-KO T cells may be due to the remaining IFN-I production because cGAMP-induced IFN-I production was completely diminished in IRF3-KO T cells (Fig 3E) but only partially impaired in TBK1- or IKKε-KO T cells (Fig 3G and I).

We also analyzed whether cGAMP treatment may affect ER stress pathways because it has been shown that STING departure from ER causes ER stress that inhibits mTOR pathway (Moretti et al, 2017). However, phosphorylation of PERK, IRE1α, and eIF2α, which represent ER stress transducers, was not altered by cGAMP treatment (Fig S5H), indicating that inhibition of mTOR was not induced by ER stress but by STING signals in T cells.

Collectively, these data indicate that the TBK1/IKKε-IRF3/7-IFN-I axis inhibits T-cell proliferation and IRF3/7 are also critical for STING-mediated inhibition of mTORC1 and IL-2 pathways independently of TBK1/IKKε.

### TCR-induced activation of mTORC1 is required for STING-mediated type I IFN production

Although our data verified that the STING-IRF3/7 axis inhibits T-cell proliferation through blocking mTORC1 function, the involvement of mTORC1 in STING-mediated IFN-I production remains unclear. When naive CD4^+^ T cells were stimulated with anti-CD3/CD28 plus cGAMP in the presence of rapamycin, surprisingly, cGAMP-induced IFN-I production and the expression of ISGs were completely abrogated (Figs S6A and 6B). To confirm the importance of mTORC1 in STING-mediated IFN-I responses, we analyzed Raptor-KO CD4^+^ T cells because Raptor is an essential component of the mTORC1 complex. Similar to rapamycin-treatment, cGAMP-induced IFN-I production was completely abrogated in Raptor-KO CD4^+^ T cells (Fig 6A). Quantitative PCR (qPCR) analysis revealed that the expression of type I and type III IFNs and ISGs, except for Ccl5, was severely impaired in Raptor-KO T cells (Fig 6B) and by rapamycin treatment (Fig S6B), suggesting that mTORC1 signaling specifically regulates the induction of STING-mediated genes. Because TCR stimulation strongly activates the mTORC1 pathway and induces the sustained phosphorylation of IRF3, which is essential for the induction of IFN-I and ISGs by cGAMP (Figs 3B, 3E, and F), we assumed that TCR-induced mTORC1 activation may be critical for the sustained phosphorylation of IRF3. However, rapamycin did not alter IRF3 activation by cGAMP plus TCR stimulation in CD4^+^ T cells (Fig 6C), indicating that TCR-induced mTORC1 signaling is critical for STING-mediated induction of IFN-I and ISGs independently of IRF3 activation. It is noted that the inhibition of T-cell growth by rapamycin treatment was similarly induced to the simultaneous treatment with both rapamycin and anti-IFNAR1 blocking Ab (Fig S5A) because rapamycin treatment inhibited both mTORC1 activation and cGAMP-induced IFN-I production.

**Figure S6.**
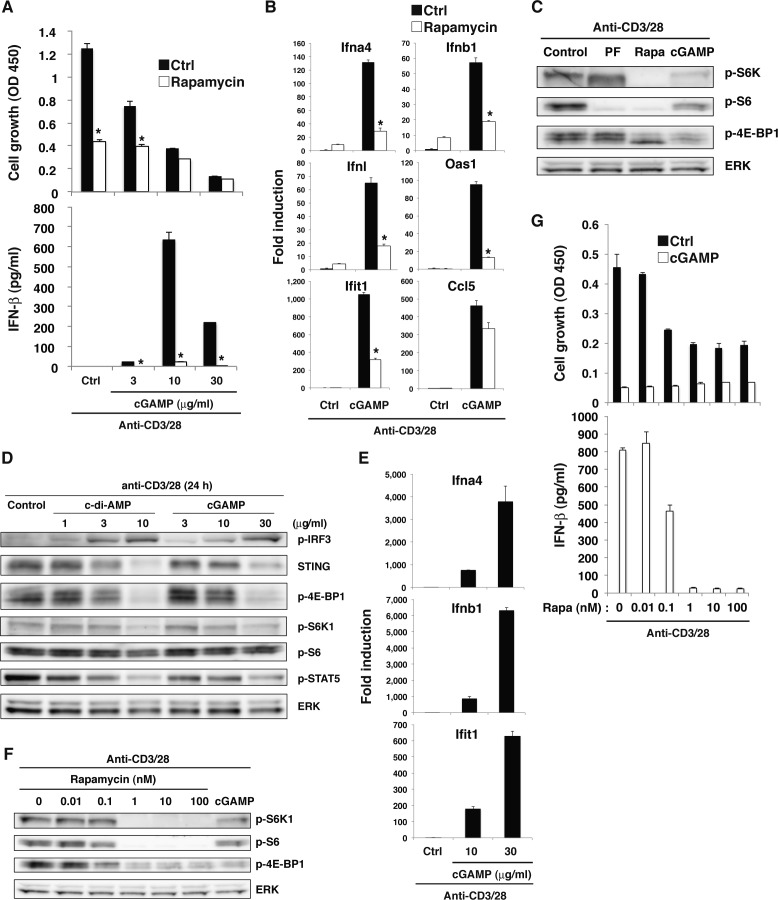
mTORC1 signaling is required for STING-mediated type I IFN responses. **(A)** Naive CD4^+^ T cells pretreated with (open column) or without (closed column) rapamycin were stimulated with anti-CD3/CD28 Abs in the presence or absence of graded doses of cGAMP for 48 h, and cell growth (upper) and IFN-β production (lower) were assessed by a WST-8 cell proliferation assay and ELISA, respectively. **(B)** qPCR analysis of Ifn-related genes in CD4^+^ T cells stimulated with anti-CD3/CD28 Abs in the presence (open column) or absence (closed column) of rapamycin or cGAMP. **(C)** Western blot analysis for mTORC1 activation in CD4^+^ T cells stimulated with anti-CD3/CD28 Abs in the presence of PF-4708671 (PF), rapamycin (Rapa), or cGAMP. **(D)** Western blot analysis for phosphorylation of signaling molecules in CD4^+^ T cells stimulated with anti-CD3/CD28 Abs in the presence or absence of c-di-AMP or cGAMP. **(E)** qPCR analysis for the expression of IFN-related genes in CD4^+^ T cells stimulated with anti-CD3/CD28 with or without cGAMP for 48 h. **(F)** Western blot analysis of activation of mTORC1-related molecules in CD4^+^ T cells with or without Rapamycin pretreatment and upon stimulation with anti-CD3/CD28 Abs with or without cGAMP for 24 h. **(G)** Naive CD4^+^ T cells pretreated with or without rapamycin were stimulated with anti-CD3/CD28 Abs in the presence or absence of cGAMP (10 μg/ml) for 48 h, and cell growth (upper) and IFN-β production (lower) were assessed by a WST-8 cell proliferation assay and ELISA, respectively. Data are the mean from duplicate (A, G) or triplicate (B, E) ± SD. Data are representative of at least three independent experiments. **(A—G)** *P < 0.05, *t* test (compared with control cells treated with or without cGAMP).

**Figure 6.**
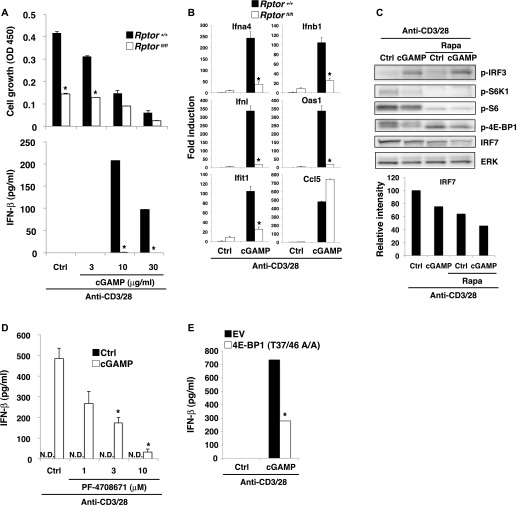
mTORC1 signaling is required for STING-mediated type I IFN responses. **(A)** Naive CD4^+^ T cells from *Rptor*^*+/+*^ (closed bar) or *Rptor*^*fl/fl*^ (open bar) mice were stimulated with anti-CD3/CD28 Abs with or without cGAMP for 48 h, and cell growth (upper) and IFN-β production (lower) were assessed by a WST-8 cell proliferation assay and ELISA, respectively. **(B)** qPCR analysis of ISG genes in CD4^+^ T cells from *Rptor*^*+/+*^ (closed bar) or *Rptor*^*fl/fl*^ (open bar) mice upon stimulation with anti-CD3/CD28 Abs with or without cGAMP for 24 h. **(C)** Western blot analysis of activation of IRF3 and mTORC1-related molecules in CD4^+^ T cells with or without rapamycin pretreatment and upon stimulation with anti-CD3/CD28 Abs with or without cGAMP for 24 h (upper). Relative intensity of IRF7 was shown (lower). **(D)** Naive CD4^+^ T cells were untreated or pretreated with S6K inhibitor PF-4708671 and stimulated with anti-CD3/CD28 Abs with or without cGAMP for 48 h, and IFN-β production was assessed by ELISA. N.D., not detected < 2.0 pg/ml. **(E)** CD4^+^ T cells were retrovirally transduced with an empty vector (EV) or a 4E-BP1 (T37/46 A/A) construct and stimulated with anti-CD3/CD28 Abs with or without cGAMP for 24 h, and IFN-β production was assessed by ELISA. Data are the mean from duplicate (A, D, E) or triplicate (B) ± SD. Data are representative of at least three independent experiments (C–E). **(A, B)** *P < 0.05, *t* test (compared with WT cells treated with cGAMP). **(D)** *P < 0.05, *t* test (compared with that with anti-CD3/28 alone). **(E)** *P < 0.05, *t* test (compared with control cells treated with cGAMP).

In that case, how does mTORC1 signaling affect STING-mediated IFN-I responses? It has been reported that 4E-BP1/2 negatively regulates IFN-I production via translational repression of IRF7 mRNA in innate cells (Colina et al, 2008). In fact, IRF7 protein expression was slightly reduced in CD4^+^ T cells treated with rapamycin (Fig 6C), suggesting that mTORC1 is critical for IFN-I production by T cells stimulated with anti-CD3/28 plus cGAMP partly at least through translational control of IRF7. Then, we analyzed the involvement of S6K1 and 4E-BP1 as the main targets of mTORC1 in STING-mediated IFN-I production. PF-4708671, a specific inhibitor of S6K1 (Pearce et al, 2010), inhibited cGAMP-induced IFN-I production by CD4^+^ T cells upon TCR stimulation in a dose-dependent manner (Fig 6D). We also found that T cells overexpressing the dominant-negative 4E-BP1 (Thr-37/46 to alanine) produced less IFN-I (Fig 6E), indicating that both axes of mTORC1-S6K1 and mTORC1-4E-BP1 are critically involved in STING-mediated IFN-I responses in T cells upon TCR stimulation.

Although cGAMP inhibits mTORC1 activation, which is required for IFN-I production by T cells, cGAMP induces but does not inhibit IFN-I production. This paradox appears to be regulated by a quantitative balance between STING and mTORC1 signaling. Increasing doses of cGAMP induce stronger activation of IRF3 and higher production of IFN-I (Fig S6D and E). By contrast, the activation of the mTORC1 pathway, 4E-BP1 and S6K1, was inhibited by cGAMP in a dose-dependent manner (Fig S6E). 4E-BP1 was strongly inhibited, whereas S6K1 was weakly inhibited by cGAMP as compared with rapamycin (Fig S6C), suggesting that the S6K1 pathway may contribute to the induction of IFN-I production. Consistently, rapamycin completely inhibited IFN-I production through complete inhibition of both 4E-BP1 and S6K1 phosphorylation, whereas cGAMP mediated relatively weak inhibition of S6K1 (Fig S6F). In addition, the week inhibition of S6K1 activation by treatment with 0.1 nM rapamycin partially inhibited cGAMP-induced IFN-I production, whereas the same treatment inhibited T-cell proliferation as strongly as higher concentrations of rapamycin (Fig S6G). Therefore, it is likely that partial inhibition of S6K1 pathway by cGAMP allows the cGAMP-induced IFN-I production through the remaining activity of S6K1 and the downstream molecules of S6K1. Together, these findings indicate that activation of STING induces the partial inhibition of mTORC1 activation, which is sufficient to inhibit T-cell proliferation on the one hand, whereas this partially remained activation of mTORC1 signals is critical for IFN-I production on the other hand (Fig S7).

**Figure S7.**
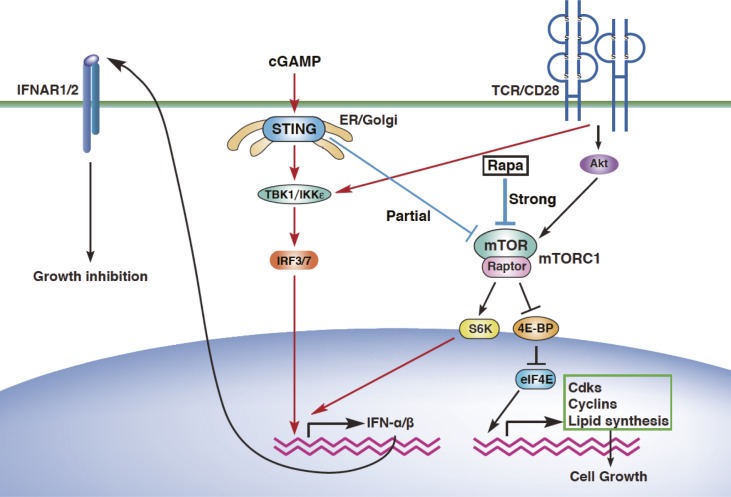
Schematic model of STING pathways to induce growth inhibition and IFN-I responses in T cells. Costimulation of STING by cGAMP and TCR induces the growth inhibition by partially blocking the mTORC1 activation and induces the sustained activation of IRF3 and the partial activation of mTORC1, leading to IFN-I production. This IFN-I also induces growth inhibition without affecting mTORC1 signals.

### Critical role for STING in T cells in antitumor responses

It has been recently demonstrated that activation of the STING pathway is critical for antitumor immune responses in vivo (Woo et al, 2014; Deng et al, 2014). Indeed, STING-KO mice show impaired antitumor responses to radiation and immune checkpoint blockade therapies, such as PD-1/PD-L1 and CTLA4 (Woo et al, 2014; Deng et al, 2014; Demaria et al, 2015; Wang et al, 2017). Administration of STING ligands inhibits tumor growth and potentiates the antitumor effects of radiation and immune checkpoint blockade through the production of IFN-I (Deng et al, 2014; Demaria et al, 2015; Temizoz et al, 2015). Our finding that activated CD8^+^ T cells produce much higher levels of IFN-I than innate cells such as BMDCs (Fig 4A) raises the possibility that STING expressed in T cells may contribute to antitumor immune responses. To test this possibility, we made T cell–specific STING-KO mice by reconstituting RAG1-KO mice with STING-KO T cells and WT B cells. The mice were then inoculated with B16 melanoma cells, followed by injection of cGAMP intratumorally on day 8, 10, and 13 after tumor inoculation, and the tumor growth and survival were monitored. Tumor growth was accelerated in T cell–specific STING-KO (*Sting*^*−/−*^) mice as compared with control mice (*Sting*^*+/−*^), which had received both *Sting*^*+/−*^ T cells and WT B cells (Fig 7A). Consistently, the survival of the tumor-bearing T cell–specific STING-KO mice were significantly lower than the control mice (Fig 7B).

**Figure 7.**
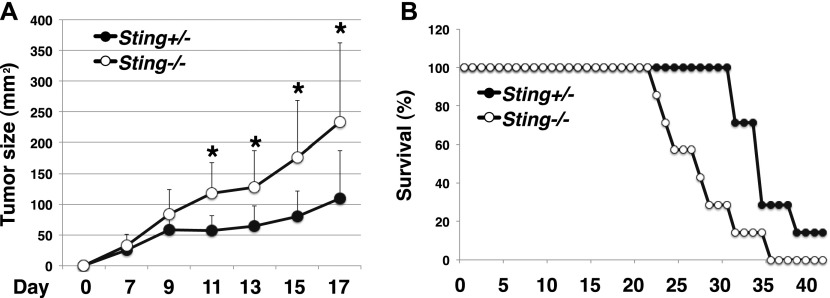
T cell–intrinsic STING is critical for antitumor immunity. **(A, B)** T cells from *Sting*^*+/−*^ or *Sting*^*−/−*^ mice and B220^+^ cells from WT mice were cotransferred into Rag1-KO mice (*Sting*^*+/−*^, *Sting*^*−/−*^), and the mice were subcutaneously inoculated with 2 × 10^5^ B16 F10 melanoma cells (n = 7 mice per group). On days 8, 10, and 13, the mice were subjected to intratumor injection of cGAMP and then monitored for tumor growth for 17 d (A) and for survival for 40 d (B). **(A)** *P < 0.05, *t* test.

These results suggest that STING expressed in T cells plays a crucial role in antitumor immunity.

## Discussion

Our studies have demonstrated that STING activation in T cells induces the suppression of T-cell proliferation through the inhibition of the mTORC1 pathway and the IFN-I signaling. This is the first report showing a functional link between the STING pathway and mTOR, the metabolic checkpoint kinase. STING-mediated inhibition of the mTORC1 pathway may be beneficial for host defense because the inhibition of pathogen-infected T-cell growth could block pathogen replication. Viruses have evolved to modify various cell signaling pathways in the host to establish optimal environments for their replication and spread. Most viruses induce glycolysis, fatty acid synthesis, and glutaminolysis in host cells to increase the energy supply for their replication (Sanchez & Lagunoff, 2015). mTORC1 is critical for TCR-induced glycolysis and fatty acid synthesis, and glutaminolysis activates the mTORC1 pathway (Duran et al, 2012). Therefore, STING-mediated inhibition of mTORC1 might be detrimental to virus replication and thus an adaptive host strategy to suppress virus replication.

Our data show that STING-mediated inhibition of mTORC1 partly requires IRF3/7 but not TBK1/IKKε in T cells. Because TBK1/IKKε-mediated phosphorylation of IRF3/7 is required for the induction of IFN-I genes in T cells, it is possible that IRF3/7 may inhibit the activation of mTORC1 independently of their function as transcription factors. Such function of IRF3 has been reported that IRF3 induces viral apoptosis through the interaction of its BH3-like domain with the pro-apoptotic protein Bax (Chattopadhyay et al, 2010). In addition, it has been reported that IRF3-mediated apoptosis requires linear polyubiquitination of IRF3 by LUBAC through TRAFs but not TBK1 (Chattopadhyay et al, 2016). Therefore, it is likely that IRF3/7 have a unique function other than transcription factors to suppress the mTORC1 activation in T cells because TBK1, a transcriptional regulator for IRF3, is not involved in STING-mediated inhibition of mTORC1 pathway. The mechanism of IRF3/7 to inhibit mTORC1 remains to be further investigated. Because STING-mediated mTORC1 inhibition was not completely restored in IRF3/7-DKO T cells, other molecules including other members of the IRF family, for example, IRF1, 5 and 9, may have functional redundancy with IRF3/7.

The most surprising finding in this study was that T cells produce IFN-I upon stimulation with STING and TCR, because T and B cells have been believed not to produce IFN-I. STING ligands induce robust IFN-I production by T cells similarly to innate cells. A most critical observation was that IFN-I production requires TCR stimulation. Our data clearly demonstrated that the activation of both IRF3 and mTORC1 is essential for STING-mediated IFN-I production. Because TCR stimulation triggers two events in this pathway, induction of the sustained activation of IRF3, and the activation of the mTORC1 pathway, TCR signaling is required to induce IFN-I responses upon STING activation. The reason why STING-mediated IFN-I production from naive T cells is induced later than innate immune cells is because mTOR activation is required for IFN-I production in T cells. mTORC1 activation is induced at the peaks later than 24 h after TCR stimulation. Consistently, activated effector T cells, in which mTORC1 pathway is already activated, produce type IFN-I shortly within 24 h in response to cGAMP. Because neither TCR stimulation nor STING activation alone induces IFN-I production, this regulation system allows only antigen-specific activated T cells to produce IFN-I. IFN-I has been shown to exhibit blocking functions in infectious and autoimmune diseases and cancer development. Therefore, IFN-I specifically produced by antigen-specific T cells may play roles in preventing the development of these diseases at inflammatory sites.

We defined here for the first time the reciprocal regulation between STING and the mTORC1 pathway for the modulation of T-cell functions, particularly induction of growth arrest and IFN-I production. STING-mediated mTORC1 activation together with TCR stimulation induced growth inhibition on the one hand and IFN-I production on the other hand. Because complete blockade of mTOR function by rapamycin completely inhibits IFN-I production, STING ligand–induced inhibition of mTORC1 is not complete with the remaining signals through S6K1, which we found contributes the induction of IFN-I production.

We have demonstrated that STING-mediated responses in T cells vary depending on species and doses of different STING agonists. Indeed, cGAMP and c-di-AMP as CDNs, but not DMXAA, induced IFN-I production upon T-cell stimulation. Conversely, DMXAA but not cGAMP and c-di-AMP induces T-cell death. Consistently, a recent study reported that activation of STING in T cells by DMXAA induces cell death (Larkin et al, 2017). Moreover, even among CDNs, we found that cGAMP induces more IFN-I production than c-di-AMP. Recent studies demonstrated that natural variant alleles of STING, namely, the R232H variant of human STING and the R231A variant of mouse STING, were activated by cGAMP but not c-di-GMP (Diner et al, 2013). Furthermore, it has been reported that DMXAA, which specifically binds to mouse STING, also activates human STING bearing a unique point mutation (S162A) at the CDN-binding site (Gao et al, 2013). These findings suggest that different STING agonists bind to different sites of STING to activate downstream signaling. Therefore, the effect of DMXAA on T cells may be quite different from that of cGAMP and c-di-AMP. Recently, it has been reported that the cell-permeable small molecule STING agonist 10-carboxymethyl-9-acridanone (CMA) induces T-cell apoptosis, whereas CMA does not induce IFN-I production (Gulen et al, 2017), suggesting the possibility that the binding site of CMA to STING may be similar to DMXAA. Indeed, CMA and DMXAA are structurally similar, and CMA activates IFN-I responses in murine cells but not human cells such as DMXAA (Cavlar et al, 2013). It has been reported that the duration and the magnitude of FcRγ signals determine mast cell survival and degranulation, respectively (Yamasaki et al, 2004). Prolonged ERK activation induced by antigen alone induces survival but not degranulation. By contrast, transient strong ERK activation induced by IgE plus antigen induces degranulation but not survival. Therefore, it is possible that different STING agonists induce different activation status of STING, leading to different outcomes. Considering the different characteristics of the ligands, the development of new STING agonists and antagonists with the best activity as vaccines or IFN-I inducers for immunotherapy of cancer and autoimmune disorders could be achieved.

cGAMP has been shown to provide strong antitumor effects in immune-competent mice. It has been thought that cGAMP-enhanced cross-presentation of tumor-associated antigens in DCs to CD8^+^ cytotoxic T cells is one of the mechanisms underlying STING ligand–induced antitumor immunity (Wang et al, 2017). STING is required for radiation-induced antitumor T-cell responses, which are dependent on IFN-I signaling in DCs (Deng et al, 2014). Furthermore, immune-checkpoint therapy using anti-PD-1Ab is effective in the presence of STING activation (Woo et al, 2014; Demaria et al, 2015; Wang et al, 2017). In the present study, we showed that T cell–intrinsic STING is important for the induction of cGAMP-induced antitumor effects. It has been reported that IRF7/IFN-β activation enhances chimeric antigen receptors (CARs) T cell–mediated antitumor activity (Zhao et al, 2015), suggesting that in addition to IFN-I from innate cells, as is widely believed, STING-mediated production of IFN-I by T cells might contribute significantly to antitumor immunity. It is worth considering that antigen-specific effector T cells are localized in the tumor microenvironment, where the effector cells receive STING activation signals and produce much higher levels of IFN-I than innate cells.

Recently, it has been reported that human T cells transduced with a STING mutant from patients carrying the constitutively active mutation showed reduced proliferation and the patients showed an altered proportion of peripheral T-cell compartments characterized by increased naive T cells and reduced memory-type T-cell populations (Cerboni et al, 2017). Interestingly, T cell–specific Raptor-KO mice also showed reduced memory-type T-cell populations (Yang et al, 2013), suggesting the possibility that the activation of mTORC1 in these patients with activating STING mutations may be impaired.

In summary, our data demonstrate that T cell–intrinsic STING signaling and TCR signaling are coregulated to modulate T-cell functions. Our study has identified a key role of mTORC1-mediated signaling for both STING-mediated growth inhibition and IFN-I responses. These observations could have implications for the development of new therapeutic strategies for cancer, infectious diseases, and autoimmune diseases.

## Materials and Methods

### Mice

C57BL/6 mice were purchased from Clea Japan, Inc. Mice deficient in Tbk1, Tnf, and Ikk-ε were kindly provided by S Akira (Osaka University). IRF3-KO, IRF7-KO, and IRF3/7-DKO mice were provided by T Taniguchi (Tokyo University). *Rip3*^*−/−*^ mice were kindly provided by Genentech, Inc. *Sting*^*−/−*^ and *Ifnar1*^*−/−*^ mice were kindly provided by GN Barber (University of Miami) and K Miyake (Tokyo University), respectively. *Rptor*^*fl/fl*^ mice crossed with Lck-Cre mice were kindly provided by S Matsuda (Kansai Medical University). 6–16-wk-old mice were used. All mice were maintained under specific pathogen–free conditions at RIKEN, and all experiments were conducted under protocols approved by RIKEN Yokohama Institute.

### Cell preparation

CD4^+^ and CD8^+^ naive T cells were purified from spleen and lymph nodes as CD4^+^/CD25^−^/NK1.1^−^/CD44^low^/CD62L^high^ cells by sorting using FACSAria (BD Biosciences). Th1 effector cells were prepared by stimulation of CD4^+^ T cells with anti-CD3/CD28 Abs and cultured in the presence of IL-2 (10 ng/ml), IL-12 (10 ng/ml), and anti-IL-4 Ab (10 ng/ml) for 6 d in RPMI1640 medium supplemented with 10% FCS. Activated CD8^+^ T cells were prepared by stimulating CD8^+^/CD25^−^/NK1.1^−^/CD44^low^/CD62L^high^ (naive) T cells sorted by FACSAria with plate-bound anti-CD3ε (2C11, 10 μg/ml) and anti-CD28 (PV-1, 10 μg/ml) (anti-CD3/CD28) and then cultured in the presence of IL-2 (10 ng/ml).

B cells were prepared by sorting B220^+^ cells from splenocytes. BMDCs were prepared by culturing bone marrow cells in the presence of IL-3 and sorted for CD11c^+^ cells by FACSAria.

### Functional analyses

T cells were stimulated with immobilized anti-CD3ε (2C11, 10 μg/ml) and anti-CD28 (PV-1, 10 μg/ml) Ab with or without STING ligands. For antigen-specific activation of T cells, CD4^+^ T cells from OVA-specific TCR-Tg mice OT-II were stimulated by coculturing with T cell–depleted splenocytes as APCs in the presence of OVA^323–339^ peptide. Culture supernatants from these cultures were analyzed by ELISA for production of IL-2 (BD Biosciences), IFN-α (PBL assay science), IFN-β (PBL assay science), and IFN-λ2/3 (PBL assay science). Cell growth was assessed using a Cell Counting Kit-8 (DOJINDO). For apoptosis analysis, cells were stained with propidium iodide and annexin V and analyzed by FACS.

### Real-time qPCR

After removal of genomic DNA by treatment with DNase (Wako Nippon Gene), randomly primed cDNA strands were generated with reverse transcriptase III (Invitrogen). RNA expression was quantified by real-time PCR with gene-specific primers, and the values were normalized to the expression of *Rps18* mRNA. qPCR was performed with the Fast SYBR Green Master Mix (Applied Biosystems). Data were collected and calculated by using the StepOnePlus real-time PCR system (Applied Biosystems).

### Reagents and Abs

The STING ligands cGAMP and c-di-AMP were purchased from Invivogen. DMXAA and etoposide were obtained from Sigma-Aldrich. Z-VAD-FMK and Rapamycin were obtained from Calbiochem.

Abs specific for anti-cyclin A (C-19, 1:1,000 dilution), anti-cyclin B1 (H-433, 1:1,000 dilution), anti-cyclin E (M-20, 1:1,000 dilution), anti-Cdk1 (17, 1:1,000 dilution), and anti-Cdk2 (H298, 1:1,000 dilution); anti-phospho-S6K1 (#9205, 1:1,000 dilution), anti-phospho-S6 (#2211, 1:1,000 dilution), anti-phospho-4E-BP1 (#9459, 1:1,000), anti-phospho-Akt (#9271, 1:1,000 dilution), anti-phospho-IRF3 (#4947, 1:1,000 dilution), anti-phospho-STAT5 (#9351, 1:1,000 dilution), anti-phospho JAK3 (#5031, 1:1,000 dilution), anti-STING (#13647, 1:1,000 dilution), anti-phospho-TBK1 (#5483, 1:1,000 dilution), anti-ERK (#9102, 1:1,000 dilution), anti-cleaved PARP (#9548, 1:1,000 dilution), anti-cleaved Caspase-3 (#9661, 1:1,000 dilution), anti-TBK1 (#3013, 1:1,000 dilution), anti-IKKε (#2690, 1:1,000 dilution), and anti-IRF3 (#4302, 1:1,000 dilution) were obtained from Cell Signaling Technology; anti-IRF7 (EPR4718, 1:1,000 dilution) was obtained from Abcam; anti-CD98 FITC (10.3, 1:50 dilution) was obtained from MBL. Flow cytometric analysis was performed on a FACSCalibur or LSR Fortessa X-20 and data were analyzed with CellQuest Pro or FlowJo.

### Western blot analysis

Cells were lysed in 1% Nonidet P-40 (NP-40) lysis buffer (1% NP-40, 50 mM Tris, 150 mM NaCl, 5 mM EDTA, 10 μg/ml of aprotinin, 12.5 μg/ml of chymostatin, 50 μg/ml of leupeptin, 25 μg/ml of pepstatin A, 1 mM phenylmethylsulfonyl fluoride, and 2 mM Na_3_VO_4_). The lysates or immunoprecipitates were subjected by SDS–PAGE, and Western blots were carried out for the transferred membrane by reacting with specific Ab and developed with an enhanced chemiluminescence assay according to the manufacturer’s recommendations (Pierce).

### Retroviral transduction

4E-BP1 (T37/46 AA) was cloned into the retroviral vector pMIG (provided by T. Kitamura, University of Tokyo). The construct was transiently transduced into Phoenix packaging cells (provided by G Nolan, Stanford University) using Lipofectamine with PLUS reagent (Invitrogen). Naive CD4^+^ T cells were stimulated with plate-bound anti-CD3/CD28 Abs, and the cells were transduced by centrifugation at 1,640*g* for 120 min in retroviral supernatants plus 8 μg/ml of polybrene (Sigma-Aldrich) on day 1 after stimulation. After 72 h of stimulation, the cells were sorted with a FACSAria to obtain GFP-positive populations.

### RNA-seq analysis

Total RNA was isolated from T cells using Direct-zol RNA kits (ZYMO RESEARCH) according to the manufacturer’s instructions. The DNA library for RNA-seq analysis was constructed with NEBNext Ultra RNA Library Prep Kit for Illumina (NEB Biolabs, Inc) according to the manufacturer’s instruction. The size range of the resulting DNA library was estimated on a 2100 Bioanalyzer (Agilent Technologies). The DNA library was subjected to the HiSeq 1500 sequencing system (Illumina) in a single-end read mode to obtain the sequencing data. The sequence reads were mapped to the *Mus musculus* reference genome (NCBI version 37) using TopHat2 version 2.0.8 and botwie2 version 2.1.0 with default parameters, and gene annotation was provided by NCBI. According to the mapped data, Cufflinks (version 2.1.1) was used to calculate the FPKM (fragments per kilobase per million mapped reads) values. Pathway-enrichment analysis was performed using DAVID Bioinformatics Resources 6.8 (Huang da et al, 2009). Heat maps were produced from normalized expression data referring to DAVID Bioinformatics Resources 6.8.

### Lipid analysis

Lipid extraction of CD4^+^ T cells was performed as described (Tsugawa et al, 2017). Briefly, chloroform (100 μl) was added to dried cells in a tube, followed by 30 s sonication. After 60-min incubation at room temperature, 200 μl of MeOH was added and vortexed for 10 s. After 120 min of incubation, 20 μl of Milli-Q water was added, vortexed again, and the tube was left to stand for 10 min. The tubes were then centrifuged at 2,000*g* for 10 min at 20°C, and the supernatant was transferred to LC-MS vials.

LC-MS/MS and LC-MS were used for identification and quantification of lipids. Non-targeted lipidomics analysis was performed as described (Takatani et al, 2015; Hirabayashi et al, 2017). Briefly, dried total lipid extracts were redissolved in 50 ml of chloroform:methanol (2:1, vol/vol), and 2 ml of samples were separated by an ACQUITY UPLC BEH C18 column (50_2.1 mm i.d., particle size 1.7 μm, Waters) at a flow rate of 300 μl/min at 45°C using an ACQUITY UPLC system (Waters) equipped with a binary pump and automatic sample injector. Solvent A consisted of acetonitrile/methanol/water (20:20:60, vol/vol/vol) and solvent B was isopropanol, both containing 5 mM ammonium acetate. The solvent composition started at 100% A for the first 1 min and was changed linearly to 64% B at 7.5 min, where it was held for 4.5 min. The gradient was increased linearly to 82.5% B at 12.5 min, followed by 85% B at 19 min and 95% B at 20 min before re-equilibrating the column with 100% A for 5 min. Qualitative and quantitative analysis of lipids was performed by MS and data-dependent MS/MS acquisition with a scan range of *m*/*z* 70–1,250 using a Triple TOF 5600^+^ System (AB SCIEX) in the negative and positive ion mode. Raw data files from the TOF-MS were converted to MGF files using the program AB SCIEX MS converter for subsequent quantitative analysis with 2DICAL (Mitsui Knowledge Industry). Identification of molecular species was accomplished by comparison with retention times and MS/MS spectra with commercially available standards or reference samples.

### In vivo tumor growth and treatment

B16 F10 melanoma cells were cultured in complete DMEM media supplemented 10% heat-inactivated FBS. RAG1-KO mice were reconstituted with 2 × 10^6^ *Sting*^*+/−*^ or *Sting*^*−/−*^ T cells and 4 × 10^6^ WT B cells. After more than 30 d after reconstitution, T cell–specific STING-KO mice and control mice were injected s.c. on the back with a total of 2 × 10^5^ B16 F10 cells on day 0. On days 8, 10, and 13, the mice were given intratumor injections of cGAMP (10 μg), and the mice were monitored for tumor growth and mortality. The tumor area was measured with a digital caliper and calculated using the formula: largest diameter × smallest diameter.

### Statistics

Statistical significance was determined by a two-tailed unpaired *t* test. *P* < 0.05 was considered statistically significant.

## Data Availability

RNA sequencing data can be found publicly available on the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) website under the accession number for GSE104725.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

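RNA-seq of naive mouse CD4+ T cells and of such cells stimulated with anti-CD3/CD28 Abs with or without cGAMP for 3 h or 24 h was analysed, with 2 replicates in each of 5 groups. The authors mapped single-end reads with TopHat2 and bowtie2 to the NCBI mouse genome, with NCBI's gene annotation, and calculated the deposited FPKM values with Cufflinks. The authors say that their heat maps were drawn from normalized data, without giving a method. They state no other normalization between samples beyond FPKM, and each of the 10 files holds 1 sample. The files list 23234 gene symbols, of which 25 were turned into dates by a spreadsheet and cannot be assigned to a gene.

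What follows was calculated from the deposited FPKM values. Conditions and replicate numbers were taken from the labels and the figure legends. FPKM values are not counts, so no count model was used. The values were put on the scale log2(FPKM + 1), and 11152 genes with an FPKM of at least 1 in at least 2 samples were kept. Linear models were fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with an intensity trend), with all 10 samples in 1 fit of the 5 groups and 5 residual degrees of freedom. The contrasts were cGAMP at 24 h, cGAMP at 3 h, and the difference between them. A gene was counted at a Benjamini-Hochberg adjusted p under 0.05. Gene sets were tested with limma's fry, and the p-values of 15 tests (5 sets and 3 contrasts) were adjusted together. The heat-map sets were selected by the authors from the samples at 24 h, so the set tests at 24 h are not independent of that selection. Exact permutation of 2 samples against 2 cannot give a p below 0.333, and groups of 2 are too small for a count over other splits of the samples or for a test of single deviating samples.

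The genes named were fixed by a rule before the processed files arrived. The rule took the genes the paper names or draws for the RNA-seq, with full values for those in the text and for the 3 largest and 3 smallest changes of each heat map, the 10 largest increases and 10 largest decreases past the threshold that changed the same way in both replicates, and, for the closing section, the genes of molecules the paper measured by other assays. The type III interferon genes are listed in the files as Il28a and Il28b. Coordinates are from GENCODE M21 on GRCm38, a later build than the authors', matched by symbol. They are not the coordinates the authors' reads were mapped to, and Nhedc2, Casc5, Sc4mol, Pydc3, Pydc4, Mir3096b, Il28a and Il28b have no match by symbol.

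The depth in reads is unknown. Relative depth was read from the commonest ratio between samples among genes with values above 0 and of at most 0.1 FPKM, and ran from 0.57 to 1.36 times that of naive replicate 1. An FPKM of 0 therefore means that no read was seen at that depth, not that a transcript is absent. The scripts were tested on simulated data with 200 changed genes, of which 78.5% were recovered, all in the right direction, with 4 false positives, and the method for relative depth recovered a simulated ratio of 1.4. The planted changes were larger than the median changes of the cell cycle, lipid and histone sets and lay in well expressed genes. Noise was drawn separately for each gene and sample, with no shift of a whole sample such as that of naive replicate 2. The recovery therefore does not give the power for changes of the size of those sets. The test across replicate pairs gave Spearman correlations of 0.03 to 0.30 between the replicate differences of different groups.

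The alternatives set before the processed files arrived were pseudocounts of 0.1 and 0.5, no filter, an FPKM of at least 5 in at least 2 samples, quantile normalization, scaling by median of ratios, only the samples of the time point, the replicate number as a block, limma without the trend, each replicate left out in turn, and for the gene counts a log2 change of at least 1, with or without the test, and an adjusted p under 0.01. Chosen after seeing the data were a fit of only the 8 stimulated samples, a fit without naive replicate 2, and leaving out genes of microRNAs and small nucleolar or Cajal body RNAs. The fit of the 8 stimulated samples had been set beforehand only for the genes whose effect differs between the times. The adjusted p of the 4-sample fit had been set as an alternative, and the decision to print it beside the main one was made after seeing the spread of the naive pair. The figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The enrichment analysis with DAVID was not repeated, since the authors' gene lists were not available, and the qPCR, ELISA, Western blot, flow cytometry and lipid data were not in the files analysed here.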

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

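The paper reports the RNA-seq at 24 h. The samples at 3 h, which it does not report on, held a signal above the cells without cGAMP: 32 genes were higher and 7 lower with cGAMP at an adjusted p under 0.05 in limma over all 10 samples. Of the 32 genes, 26 were also higher at 24 h. All 7 lower genes and 4 of the 32 higher ones were genes of microRNAs or small nucleolar or Cajal body RNAs. These genes are noisy, with a median replicate difference 18.3 times that of other genes, so these 7 decreases may be noise of short genes. That prediction was written before its test. With the short RNA genes left out of the fit, an alternative chosen after seeing the data, 8 other genes were lower and 47 genes higher at 3 h, so the decreases at 3 h are not limited to short RNA genes in every fit.

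The genes of Fig S3A were already higher at 3 h, with a median log2 difference of 2.11 and all 19 genes increased (adjusted p = 0.0041 from limma's fry). The increase grew by a further 2.98 at 24 h (median of the set, adjusted p = 0.0054 for the difference between the times). The same difference was 4.19 for Irf7 (adjusted p = 1.58e-04 from limma), 3.29 for Cxcl10 (adjusted p = 6.86e-04) and 5.40 for Ccl5 (adjusted p = 8.84e-06), and each of these genes was higher with cGAMP in both replicates at both times. Ifit1, at 1.90 (adjusted p = 0.13), did not pass the test. In all, 178 genes had a cGAMP effect that differed between 3 h and 24 h, 145 of them towards a larger value at 24 h. For Irf7 and Cxcl10 part of the difference lies in the cells without cGAMP. With anti-CD3/CD28 alone Irf7 had an FPKM of 3.2 ± 0.7 at 3 h and 0.50 ± 0.01 at 24 h, and Cxcl10 8.8 ± 1.0 and 0.66 ± 0.10, whereas Ccl5 had 1.7 ± 1.3 and 2.7 ± 0.1 (SD, n = 2 each). Scaling by median of ratios left the differences of Irf7, Cxcl10 and Ccl5 at 4.00, 3.12 and 5.32, so differences in scale between samples are an unlikely cause of them. With no filter on low values the difference of Irf7 no longer passed (adjusted p = 0.060), and the number of genes with such a difference ran from 61 without the trend to 1838 with quantile normalization. The biological reading that the response builds up between 3 h and 24 h is a hypothesis, and RNA from other cells was not tested for these genes.

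The cell cycle genes that Fig S1G draws as lowered were flagged by the test of the difference between the times, with a median difference of -0.92 (adjusted p = 0.010 from limma's fry) and a median log2 difference of 0.0069 at 3 h (adjusted p = 0.97). This difference is not evidence of an effect confined to 24 h. Of the 26 genes, 18 had a mean FPKM under 1 at 3 h both with and without cGAMP, such as Pif1 and Cdk1, and on the log2(FPKM + 1) scale such genes have almost no room to fall, so their lack of a change at 3 h says little. The other 8 genes, a split made after seeing the data and not tested, had a median difference between the times of -0.88, close to the -0.92 of the 18, so the difference is not limited to genes with an FPKM under 1 at 3 h. Of these 8 genes 6 were lower with cGAMP at 3 h, with a median log2 difference of -0.20 over the 8, against -0.98 at 24 h. All of the 8 but Cdk4 and E2f4 still had a mean FPKM under 5 at 3 h, and these 2 genes had the smallest differences between the times of the set, at -0.19 and -0.28. Cdk4 was lower with cGAMP at 3 h in both replicates, at an FPKM of 152.6 ± 0.3 against 178 ± 4 without it (SD, n = 2 each). The genes Ccna2, Ccnb1, Cdk1 and Cdk4 of this set, and Ccnd2, Cdkn1a and Cdkn1b, did not pass the test of the difference when taken singly. No biological explanation was tested for the difference of the set.

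Ifnb1 and Ifna4 were present at 3 h with cGAMP and at 0 without it. Ifnb1 had an FPKM of 6.7 ± 0.4 (SD, n = 2), a log2 difference of 2.95 (adjusted p = 3.66e-09 from limma), and Ifna4 one of 2.0 ± 0.2 (SD, n = 2), a log2 difference of 1.58 (adjusted p = 6.79e-05). At 24 h they stood at 8.0 ± 0.2 and 13.8 ± 0.9 (SD, n = 2 each). Depth is an unlikely cause, since the samples with cGAMP at 3 h were only 1.28 times as deep as those without. For Ifnb1, reads shared with Ifna4 are an unlikely cause as well, since the ratio of Ifna4 to Ifnb1 was 5.81 times higher at 24 h than at 3 h. This ratio cannot test whether Ifna4 shares reads with other Ifna genes, so that cause stays open for Ifna4. The predictions on depth and on shared reads were both written after the values were seen. RNA from other cells cannot be excluded: 8 marker genes of dendritic cells, B cells, monocytes and NK cells had a mean FPKM of 0.11 at 3 h with cGAMP and 0.17 without it, between the limits of 0.1 and 1 set before the test, so a response of a few such cells cannot be told apart from one of T cells.

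Outside the genes of the heat maps, 342 genes were higher with cGAMP at 24 h at an adjusted p under 0.05. Oasl1, with a log2 difference of 7.12 (adjusted p = 3.48e-11 from limma) and higher in both replicates, had the largest change among them apart from short RNA genes. No technical or biological explanation was tested for these genes as a group.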

How the results depend on the processing

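The direction and the side of the threshold held under every alternative for the genes of Fig S3A at 24 h and at 3 h and for the cell cycle genes raised in Fig S1G at 3 h. For single named genes, 1465 rows were unchanged, 116 passed the threshold only under the alternative, 56 no longer passed it and 33 changed sign.

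The largest numbers of genes came from alternatives that left out naive replicate 2 or rescaled the samples. In these counts the spread of the naive pair and a difference in scale overlap, since most of that spread is a shift shared by most genes. For genes increased at 24 h (361), decreased at 24 h (107), increased at 3 h (32) and decreased at 3 h (7), quantile normalization gave 1578, 2207, 222 and 76 genes. Scaling by median of ratios gave 1674, 2001, 249 and 103, and only the 4 samples of the time point gave 1533, 2135, 113 and 23. Chosen after seeing the data for these 4 counts, the fit of only the 8 stimulated samples gave 1694, 2371, 238 and 106, and the fit without naive replicate 2 gave 1695, 2368, 238 and 99. For genes with an effect that differs between the times (178), quantile normalization gave 1838, scaling 1549, the 8 stimulated samples, set beforehand for this count, 1784 and the fit without naive replicate 2, chosen after seeing the data, 1786. These alternatives remove or rescale naive replicate 2, whose values lie below those of its pair and may widen the spread shared by all groups.

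With the replicate block in place of no block, the genes at 3 h became 83 increased and 28 decreased (32 and 7 without it), and the genes that differ between the times 292 (178 without it). The check of the pairing gave Spearman correlations of 0.03 at 3 h and 0.15 at 24 h between the groups' replicate differences, and the pairing is taken from the labels. A pseudocount of 0.1 gave 71 and 22 genes at 3 h, and one of 0.5 gave 50 and 12. A log2 change of at least 1 with no test gave 116 and 38 at 3 h. Genes decreased at 24 h were 65 with an FPKM of at least 5, 45 without the trend and 62 at an adjusted p under 0.01. Genes decreased at 3 h were 4 with no filter and 4 without the trend, and the genes that differ between the times were 61 without the trend. Across the 4 fits that each left out one replicate, the genes decreased at 24 h were 68 to 86, those increased at 3 h 49 to 68 and those decreased at 3 h 29 to 36.

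A pseudocount of 0.1 took the sets at 24 h past the threshold to medians of -0.89 (cell cycle genes lowered), -1.08 (lipid genes) and -0.67 (histone genes) that did not pass. For the histone genes at 24 h the same held with quantile normalization (-0.63) and scaling (-0.52). Leaving out one replicate at 24 h gave medians of -0.92 to -0.90 for the lipid genes and -0.57 to -0.47 for the histone genes. With 1 sample left in a group, these fits are not used as a test. The cell cycle genes raised in Fig S1G passed at 24 h with no filter (0.71), quantile normalization (0.74), scaling (0.72) and the 4 samples of the time point (0.71). The lipid genes at 3 h passed with quantile normalization (-0.12), scaling (-0.13) and the 4 samples (-0.12). Medians near 0 changed sign at 3 h: with quantile normalization, the cell cycle genes lowered to -0.019 and the histone genes to -0.010, and with one replicate left out, -0.0065 to 0.016 and -0.011 to 0.0078. Leaving out one replicate gave 7 to 9 genes of Fig S3A among the 20 largest increases, against 11.

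Most single genes that changed sign had differences near 0. Tmem173 ranged from -0.081 to 0.13 at 24 h and from -0.089 to 0.059 at 3 h with one replicate left out, and the difference between the times of Ifnb1 was -0.32 with quantile normalization and -0.072 with scaling. At 3 h, quantile normalization gave -0.042 for Nuf2, 0.076 for Il2 and 0.046 for Tfrc, and a pseudocount of 0.1 gave 0.13 for Ebpl. With one replicate left out at 3 h the log2 difference ran from -0.10 to 0.046 for Ccnb1, -0.026 to 0.081 for Ccnd2, -0.020 to 0.15 for Cdk1, -0.095 to 0.14 for Cdkn1b, -0.031 to 0.059 for Scd1, -0.034 to 0.048 for Nuf2, -0.37 to 0.32 for Ebpl, -0.061 to 0.095 for Slc7a5, -0.037 to 0.017 for Tfrc, -0.17 to 0.089 for Lpin1 and -1.62 to 0.38 for Apoo-ps. The short RNA genes Snord49b, from -4.74 to 4.59, and Mir3096b, from -3.85 to 3.06, changed sign by much more, and both passed the threshold in each of these fits, so their changes at 3 h rest on single samples. The rows of single genes at 3 h had been cut to a shorter list once their sign changes were seen, and the full list was then restored. The relative depth of 0.57 in replicate 2 of anti-CD3/CD28 at 3 h limits what a value of 0 at 3 h can show.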

Differences from the paper's values

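The paper's list of the most increased genes in Fig S3A holds 20 genes. Of these, 11 were among the 20 largest increases at 24 h ranked by log2(FPKM + 1), and 19 of the 20 are in the files analysed here. The overlap counts shared genes only and does not test whether the other genes are interferon-stimulated. None of the alternatives set before the files arrived brought the overlap within the paper's 20: it was 9 with a pseudocount of 0.1, 10 with quantile normalization, 7 to 9 with one replicate left out, and 11 with a pseudocount of 0.5, with no filter, with an FPKM of at least 5 and with scaling by median of ratios. Leaving out short RNA genes, chosen after seeing the values, gave 13. Rankings by the ratio of FPKM values, 9 in all and also chosen after seeing the values, gave between 0 and 16.

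Table 1 of the paper counts 13 genes for its nucleosome term, and the paper does not list them. Histone genes taken by symbol, a different definition, numbered 5 at an adjusted p under 0.05 and lower at 24 h. Among the alternatives set before the files arrived, the number came within 1.5 times the paper's 13 with no filter (10), with quantile normalization (18) and with scaling by median of ratios (15). It did not with a pseudocount of 0.1 (0) or 0.5 (3), an FPKM of at least 5 (4), the 4 samples of the time point (46), the replicate block (8, against 5 without it), no trend (0), an adjusted p under 0.01 (2), a log2 change of at least 1 with the test (1) or without it (7), or one replicate left out (3 to 5). Of the alternatives chosen after seeing the data, the fit of the 8 stimulated samples gave 41, the fit without naive replicate 2 gave 41, and leaving out short RNA genes gave 8.

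The paper lists cyclin D2 among the genes whose mRNA and protein fall with cGAMP, on the basis of qPCR and Western blots respectively. In the RNA-seq at 24 h, Ccnd2 was higher with cGAMP by 0.98 on the log2 scale (standard error 0.45), in both replicates, with a limma adjusted p = 0.43 over all 10 samples and 8.40e-04 over the 4 samples at 24 h. No alternative changed that direction.

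The paper's list of the most increased genes does not hold Oasl1, whose log2 difference of 7.12 was larger than those of several genes in it, such as AW011738 (3.39), Pydc4 (3.15) and Oas1g (2.87).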

Other observations

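The fit of all 10 samples gave 468 genes past the threshold at 24 h and the fit of the 4 samples 3668, although the latter has fewer residual degrees of freedom (2 against 5). Without naive replicate 2 the fit gave 4063 genes, and with all samples scaled by median of ratios 3675. Both predictions, written before their tests, were met, but the spread between the naive replicates and a difference in scale overlap as explanations. The naive replicates differed by a median of 1.13 on the log2 scale, against 0.08 to 0.12 in the other pairs. Around the pair's own median shift the spread was 0.28 (scaled median absolute deviation), against 0.12 to 0.18. Most of the naive difference was thus a shift shared by most genes, that is, a difference in scale.

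Naive replicate 2 had an FPKM at a median ratio of 0.40 to naive replicate 1. FPKM is already divided by the number of mapped reads, so depth alone would not lower most values. The prediction on depth, written after the depth was seen, therefore cannot decide the cause. Naive replicate 2 had a relative depth 1.36 times that of replicate 1, so its depth was not lower. The 10 genes with the highest FPKM made up 31.1% of its FPKM sum, against 11.3% in replicate 1. FPKM is divided by transcript length, so a short gene with a high FPKM takes few reads. Estimated as FPKM times the longest transcript length, for the 89.6% of genes with a length in GENCODE, the 10 genes with most reads took 2.4 percentage points more of the mapped reads than in replicate 1. The same genes with a length together accounted for 0.49 times as many of the mapped reads as in replicate 1, so reads that mapped outside them are a candidate cause. Reads on listed genes without a length are not separated from reads outside the listed genes by this estimate. Those genes made up 5.0% of the FPKM sum in replicate 2 and 7.0% in replicate 1. These shares use the longest transcript of each gene and came to more than all mapped reads in the 9 other samples, so only their ratio is used. The log2 ratio of the replicates correlated with transcript length at a Spearman of -0.036 across genes, which are not independent replicates, and with GC content at -0.19, which leaves a part for GC content open. The GC correlation of the other pairs ran from -0.38 to -0.08. No biological explanation was tested.

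Ccnd2 rose with cGAMP at 24 h. After scaling by median of ratios its log2 difference was still 1.00, so a difference in scale is an unlikely cause, and the direction was the same in both replicates. Reads shared with the other D-type cyclin genes were not tested, so the pattern cannot be told apart from that explanation.

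Genes of small RNAs stood at both ends of the ranking at 24 h. Of the 10 largest increases past the threshold, Snord52, Snord49b and Mir29b-2 were short RNA genes, with log2 differences of 11.25, 8.95 and 7.42, and the others were Isg15, Ccl5, Ifit1, Cxcl10, Oasl1, Irf7 and Ifit3. Of the 10 largest decreases, 7 were: Snord72, Snord1b, Mir3960, Mir3096b, Mir5104, Snord49a and Snora61, between -10.39 and -5.04. The others were Acsl6 (-2.84), Apoo-ps (-2.73) and Nrn1 (-2.42). The decreases of Snord49a and Snora61 had a limma adjusted p of 0.23 each in the fit of the 4 samples at 24 h. With one replicate at 24 h left out, Snord49a ran from -10.50 to -0.58 and Snora61 from -9.50 to -0.58. The replicates of short RNA genes differed 18.3 times as much as those of other genes, in a test predicted before it was run, and noise of short genes may explain these ranks.

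Across genes, the cGAMP effect at 24 h ran against the change that anti-CD3/CD28 makes from naive cells by 24 h. With no sample in both changes, the Spearman correlations were -0.42 and -0.41, a mean of -0.41, over 11152 genes that are not independent replicates. The prediction was written before the test. Naive replicate 1 enters both correlations, naive replicate 2 was left out because of its low values, and 2 correlations were computed. The hypothesis that cGAMP opposes part of the change that anti-CD3/CD28 makes remains open, since the direction could also come from properties of genes such as GC content or length that differ between libraries, which were not removed.

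The genes of Fig S3A were lower with anti-CD3/CD28 alone at 24 h than in naive cells, 16 of 19, with a median log2 difference of -2.04. After scaling by median of ratios it was -2.55, with 17 of 19 genes lower, so a difference in scale is an unlikely cause, as predicted before the test. Isg15, for example, had an FPKM of 20.4 ± 12.4 in naive cells and 1.31 ± 0.10 at 24 h (SD, n = 2 each). For the 16 lowered genes the log2 differences with cGAMP at 24 h therefore start from a lowered level. Ccl5, Cxcl10 and Ccrl2, with log2 differences of 8.31, 7.23 and 5.03, were not lowered. Their mean FPKM was 1.66, 0.50 and 0.20 in naive cells and 2.74, 0.66 and 0.60 with anti-CD3/CD28 at 24 h. RNA from other cells that are lost during culture was not tested for the genes of Fig S3A. The mean FPKM of 8 marker genes of other cells was 0.65 in naive cells and 0.08 with anti-CD3/CD28 at 24 h.

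AW011738 lies 2485 bp from Isg15 on chromosome 4 of GRCm38, with Isg15 on the minus and AW011738 on the plus strand. It was at an FPKM of 3.9 ± 2.5 in naive cells, 0.8 ± 0.4 with anti-CD3/CD28 and 11.1 ± 0.2 with cGAMP added at 3 h (SD, n = 2 each).

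The rankings of Fig S3A were also tried by ratio over genes above 0 in all 4 samples with an FPKM of at least 5 in one of them. This brought 16 of the 20 genes into the top 20, against 11, short of the 18 set as the limit, so it cannot be told whether leaving out genes with a value of 0 is how the list was made. The prediction was written after this result was seen, and 9 such rankings gave between 0 and 16.

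The genes of molecules that the paper measured by other assays had these values in the RNA-seq at 24 h. Il28a and Il28b, at 0 in every other stimulated sample, rose to an FPKM of 9.1 ± 0.8 and 8.3 ± 0.5 (SD, n = 2 each) with cGAMP, and were still at 0 at 3 h with cGAMP. The 2 genes are near-identical copies whose reads Cufflinks had to split, so the value of each is uncertain. Il2, Slc7a5, Tfrc and Irf3 changed by -0.33, -0.61, -0.30 and -0.19 on the log2 scale, and Il2ra, Slc3a2, Lpin1, Tbk1 and Ikbke by 0.40, 0.48, 0.15, 0.54 and 0.94, none past an adjusted p of 0.05 in the fit of all 10 samples. In the fit of the 4 samples at 24 h all of these but Irf3 and Lpin1 passed. Slc3a2 encodes the heavy chain of CD98 and Slc7a5 a light chain that pairs with it, Tfrc encodes CD71 and Il2ra CD25. By flow cytometry the paper reports that cGAMP impaired surface CD98 and CD71 but not CD25. Slc7a5 and Tfrc fell as well, whereas Slc3a2 rose. RNA and surface protein are unlike measures, so this does not test the paper's result. Ifnb1 and Ifna4 had log2 differences of 3.17 and 3.89, with an adjusted p of 2.36e-10 and 4.49e-12. Tmem173, which encodes STING, had an FPKM of 42.0 ± 23.7 in naive cells, 4.3 ± 0.4 with anti-CD3/CD28 at 3 h and 51.02 ± 1.76 at 24 h (SD, n = 2 each), and cGAMP changed it by -0.02 at 3 h and 0.03 at 24 h.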
